# Identification of thermogenesis-related lncRNAs in small extracellular vesicles derived from adipose tissue

**DOI:** 10.1186/s12864-022-08883-0

**Published:** 2022-09-19

**Authors:** Pengyu Hong, Yue Wu, Qi Zhang, Pan Liu, Siyuan Zhang, Mei Yu, Weidong Tian

**Keywords:** Adipose tissue, Long non-coding RNAs, Thermogenic adipogenesis, Small extracellular vesicles, Obesity

## Abstract

**Background:**

Brown adipose tissue (BAT) is considered as a primary location of adaptive thermogenesis and the thermogenic activities of brown adipocytes are also connected to generating heat and counteracting obesity. Recent studies revealed that BAT could secrete certain batokines-like factors especially small extracellular vesicles (sEVs), which contributed to the systemic consequences of BAT activities. As a newly emerging class of mediators, some long non-coding RNAs (lncRNAs) have exhibited metabolic regulatory effects in adipocyte development. However, besides the well-studied lncRNAs, the lncRNAs carried by sEVs derived from brown adipose tissue (sEV-BAT) have not been identified yet.

**Results:**

In this study, we demonstrated that sEV-BAT could induce beige adipocyte differentiation both in ASCs and 3T3-L1 cells, while sEV-WAT had no corresponding effects. The lncRNA microarray assay on sEV-WAT and sEV-BAT revealed a total of 563 types of known lncRNAs were identified to be differentially expressed, among which 232 lncRNAs were upregulated and 331 lncRNAs were downregulated in sEV-BAT. Three novel candidates (AK029592, humanlincRNA1030 and ENSMUST00000152284) were selected for further validation. LncRNA–mRNA network analysis revealed candidate lncRNAs were largely embedded in cellular metabolic pathways. During adipogenic and thermogenic phenotype differentiation in ASCs and 3T3-L1 cells, only the expressions of AK029592 were upregulated. The three lncRNAs were all relatively enriched in brown adipose tissues and brown adipocytes. In different adipocytes, sEV and adipose tissue, the expression of AK029592 and ENSMUST00000152284 were remarkably decreased in obese mice compared to lean mice, while obesity state could not change the expression of humanlincRNA1030.

**Conclusion:**

Collectively, our profiling study provided a comprehensive catalog for the study of lncRNAs specifically carried by sEV-BAT and indicated the potential regulatory role of certain sEV-BAT lncRNAs in thermogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08883-0.

## Background

Adipose tissue is now not only considered as a depot of energy but also served as an endocrine tissue which synthesizes and secretes varieties of mediators especially adipokines. These mediators could communicate with distant target organs (e.g., brain, liver, skeletal muscle, and pancreas) and regulate whole-body metabolic homeostasis through blood circulation [1, 2]. Well-established adipokines like adiponectin and leptin secreted by white adipose tissue (WAT) have been well studied in contributing to the energy homeostasis [2]. Importantly, mammalian adipose tissue was historically classified as two distinct kinds, WAT and brown adipose tissue (BAT) [3]. BAT differs from WAT, which is specialized for burning metabolic energy as heat, and actively protecting against obesity and metabolic diseases [4, 5]. Considering the significant functional differences in WAT and BAT, certain adipokines derived from BAT known as batokines, are expected to exert BAT-specific functions in participating in regulation of systemic metabolism. Moreover, several identified batokines were demonstrated to exert endocrine functions, including enhancing thermogenic/beige adipocyte differentiation, improving glucose metabolism, and mediating lipid regulation [6–8]. However, compared to those adipokines secreted by WAT, batokines are still far less investigated as a source of metabolic regulators.

In reviewing the batokines, we aimed to focus our research scope on small extracellular vesicles (sEVs). sEVs are termed as nano-sized membrane vesicles that contain various bioactive molecules (lipids, RNAs and proteins) [9]. According to the guideline of MISEV2018 (Minimal information for studies of extracellular vesicles 2018), EVs smaller than 200 nm in size were considered as sEVs [9]. There are growing attention and acknowledgement that bioactive molecules contained in sEVs play essential roles in promoting intercellular communication, resulting in physiological and pathological changes of the recipient cells [10]. Importantly, the bioactive cargo in different cell types or in different cell differential states, are showed to be reflected in their EV cargo [11, 12]. In other words, sEVs are able to partially inherit the biological characteristics from their host cells. Furthermore, recent studies have shown that the RNA cargo transported by adipose-derived EVs can exert adipokine-like functions [13, 14]. For example, Ying et al. found that adipose tissue macrophages (ATMs) from lean mice could produce EV containing miRNA cargo [15]. These miRNAs could be transported to insulin sensitive cells and exert powerful therapeutic effects in improving glucose tolerance and insulin sensitivity [15]. Therefore, considering the beneficial effects of BAT in energy metabolism, it was reasonable to infer that certain RNA cargo of sEVs derived from BAT (sEV-BAT) could serve as batokines and could have similarly metabolic regulation functions.

Long noncoding RNAs (lncRNAs) are a unique group of transcripts greater than 200 base pairs without functional open reading frames and protein-coding capacities [16]. Recent studies revealed that a group of lncRNAs could regulate multilevel of adipocyte biology, including transcriptional modulation by forming chromatin-modifying complexes and post-transcriptional modulation via interacting with mRNAs, miRNAs, and proteins [2, 17–20]. Furthermore, several BAT-enriched novel lncRNAs including Blnc1, lnc-dPrdm16, and lncBATE1, were all required for driving adipogenesis toward thermogenic phenotype [21–23]. However, little is known about sEV-BAT enriched lncRNAs currently, and the roles of batokines-like lncRNAs derived from sEV-BAT in energy metabolism are still poorly understood. Therefore, in this study, we firstly demonstrated that sEV-BAT could effectively drive beige adipocyte differentiation of ASCs and 3T3-L1, and then performed a comprehensive analysis of the sEV-BAT lncRNA profiling through microarray assay, whereas sEVs derived from white adipose tissue (sEV-WAT) was profiled as a comparative sample. We selected 3 differentially expressed (DE) lncRNAs (AK029592 identified by the Genbank database, humanlincRNA1030 identified by John Rinn’s group [24, 25] and ENSMUST00000152284 identified by the GENCODE project) which enriched in sEV-BAT and subsequently constructed a lncRNA-mRNA co-expression network to illustrate lncRNAs’ potential engagement in energy homeostasis. Furthermore, we investigated their expressions during adipogenic and beige adipocyte differentiation, assessed their biological distribution in different tissue and cells, and compared their expressions in leptin-deficient obese (ob/ob) mice versus wildtype (WT) lean mice. Collectively, our study expanded the lncRNA expression profile of sEV-BAT, and indicated the pivotal roles of sEV’ batokines-like lncRNAs in the regulation of metabolic processes.

## Methods

### Animals

C57BL/6 wild type male mice and leptin-deficient obese (ob/ob) mice (B6.Cg-Lep^ob^/J) were perchased from Dashuo Experimental Animal Co., Ltd. (China) and Junke Bioengineering Co., Ltd. (China), respectively. All animal experiments were approved by the Ethical Committees of the State Key Laboratory of Oral Diseases, West China School of Stomatology, Sichuan University, China (Approval number, WCHSIRB-D-2021–251). All animal operations were performed under general anesthesia (1% pentobarbital sodium, 40 mg/kg, intraperitoneal injection).

### Cell isolation and culture

ASCs were isolated and cultured similarly as described in previous studies [26, 27]. Briefly, iWAT was collected and washed with sterile phosphate-buffered saline (PBS). Then the tissue was minced into small pieces and digested with 0.075% type I collagenase for 40 min at 37 °C. The digestions were terminated with α-minimal essential medium (α-MEM, HyClone) containing 10% fetal bovine serum (FBS, Gibco), and filtered through 40 μm filters to remove undigested trunks of tissues. The mixtures were then centrifuged, resuspended, and then maintained at 37 °C with 5% CO_2_. 3T3-L1 cells were purchased from Kunming Cell Bank, Chinese Academy of Sciences and maintained in Dulbecco’s modified eagle medium (DMEM, HyClone) with 10% FBS. The medium was replaced every 2 days and the cells were passaged when they reached approximately 90% confluence.

For isolation of mature adipocytes from BAT and WAT, we cut the fat to small pieces, incubated them in DMEM medium with 0.075% type I collagenase for 1 h with gentile shaking. After digestion, the fat tissue suspension would be filtered with a sterile 100 μm strainer to a 50 mL falcon tube, then centrifuged at 600 g for 5 min. Adipocytes could be floated on top of the medium after centrifuge and represented as a white layer. Carefully transferred mature adipocytes (white ring) to a tube with DMEM medium, gently mixed the adipocytes and centrifuged again at 600 g for 5 min. Finally, we collected the floating mature adipocytes to a 1.5 ml tubes, and then froze the adipocytes at − 80 °C for later usage.

### Isolation of sEVs

For isolation of sEV-WAT and sEV-BAT, BAT and WAT were collected from the interscapular and inguinal area of 6-week-old C57BL/6 male mice, respectively. The fat pads were washed with sterile PBS, then minced into small pieces. Then the tissue was cultured with 50–100 ml α-MEM (Hyclone), 100 U/mL penicillin, and 100 μg/mL streptomycin in the Celstir Spinner Flask (Wheaton, USA) at 100 r/min for 2 days. The tissue and cell debris were removed by centrifugating at 300 g for 5 min and at 2000 g for 20 min. The supernatants were then concentrated by centrifugation in Ultracel-3 membrane (Millipore) at 5000 g, 4 °C for 30 min and further centrifuged in Ultracel-100 membrane (Millipore) at 5000 g, 4 °C for 30 min. Afterwards, the sEVs in concentrates were pelleted by ultracentrifugation at 110,000 g, 4 °C for 70 min (P40ST swing rotor, himac CP 70MX, HITACHI; 13 PA Tube 1.5 × 9.6 cm, 332901A, HITACHI, Japan) and washed with PBS at 110,000 g, 4 °C for 70 min for a second UC run to obtain sEVs.

For isolation of sEV-serum, mice were firstly anesthetized and the retro-orbital blood collection method was used. Blood samples were collected and were centrifuged at 3,000 g for 15 min. Then the supernatant was re-centrifuged at 3,000 g for 15 min. The cell-free supernatant was centrifuged at 10,000 g for 30 min, diluted with PBS and ultracentrifuged at 110,000 g, 4 °C for 70 min (P40ST swing rotor, himac CP 70MX, HITACHI; 13 PA Tube 1.5 × 9.6 cm, 332901A, HITACHI, Japan) and washed with PBS at 110,000 g, 4 °C for 70 min for a second ultracentrifuged run to obtain sEVs.

### Characterization of sEVs

The morphology and particle size distribution of sEV-WAT and sEV-BAT were observed by using TEM (FEI Tecnai G2 Spirit, USA) and Particle Metrix Zeta View® Nanoparticle Tracking Analysis (Particle Metrix, Germany), respectively. Details were showed in our previous studies [27, 28]. The protein expression of TSG101, ACTIN, CD9, and CD81 in sEV-WAT and sEV-BAT were detected by Western blot.

### sEVs labeling and cellular uptake

According to the manufacturer’s protocol, the sEV-WAT and sEV-BAT were labelled with DiO (Invitrogen) in α-MEM at 37 °C for 30 min, respectively. Free dye aggregates were removed by another round of sEVs isolation as before according to Wei et al. [29]. ASCs were incubated with 1 × 10^11^ particles/ml Dio-labelled sEVs at 37 °C overnight (approximately 12 h), then fixed in 4% paraformaldehyde, stained with phalloidin (Invitrogen) and DAPI, and observed by confocal laser scanning microscopy (FV1000, Olympus, Tokyo, Japan).

### RNA extracting, microarray and data analysis

The lncRNA microarray process was conducted by KangChen Bio company (Shanghai, China). Briefly, we randomly divided 30 mice into 3 groups with 10 mice in each group. The toal number of sEVs in each group was about 1 × 10^12^ particles. The total RNA (approximately 3 μg in each group) from sEV-WAT and sEV-BAT was isolated using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Then, the RNA expression profiling was performed using Arraystar Mouse LncRNA Arrays V4 platform. After RNA labeling, array hybridization and washing, the Agilent GeneSpring Software GX v12.1 was used to conduct quantile normalization and data processing.

Based on the above data, we obtained the overall construction about interaction relationship between all genes and candidate lncRNAs, then used Cytoscape software to build a lncRNA-mRNA co-expression network. Through exploring the function of targeted mRNAs, the candidate lncRNAs could be linked to a specific signaling pathway or disease condition, so as to predict the potential function of the candidate lncRNAs. The network was constructed by calculating the PCC, *P* values and FDR between all genes. We filtered the transcripts using PCC ≥ 0.9, *P* value ≤ 0.05 and FDR ≤ 1. GO term enrichment analyses and KEGG pathway annotation were used to obtain enrichment information. The data were analyzed by Shanghai KangChen Co., Ltd. All microarray data generated from this study were deposited at the National Center for Biotechnology Information Gene Expression Omnibus (accession number GSE196468).

### Adipocyte differentiation

ASCs and 3T3/L1 cells were plated in six-well plates at a density of 2 × 10^5^ cells/ well, cultured for 24 h, then incubated with 2 ml of one of three different culture media for up to 14 days. The media used were: (1) basal medium (α-MEM supplemented with 10% FBS); (2) basal medium supplemented with sEV-WAT (1 × 10^11^ particles/ml); (3) basal medium supplemented with sEV-BAT (1 × 10^11^ particles/ml). The medium was changed every 2 days. The cells were collected at day 7 or 14 for qPCR analysis or Western blot.

To initiate adipogenic differentiation, confluent cells were exposed to induction medium for up to 5 days, which contained DMEM, 10% FBS, 1 μM dexamethasone, 20 nM insulin, 125 μM indomethacin, 500 μM 3-Isobutyl-1methylxanthine (IBMX). According to previous studies, Peroxisome proliferator-activated receptor γ (PPARγ) agonists (e.g., rosiglitazone) have been shown to effectively induce thermogenic phenotype differentiation [30, 31]. Therefore, to initiate beige adipocyte differentiation, confluent cells were firstly exposed to adipogenic induction medium for 4 days, then the medium was added 2 µM rosiglitazone to culture cells. The medium was changed every 2 days. After 5 days in culture, the results of adipogenic and thermogenic differentiation were both identified by Oil Red O staining. The cells at different time points were collected for further analysis.

### qPCR

Total RNA was isolated from cells, sEVs, and tissue using TRIzol reagent (Invitrogen). Then cDNA was synthesized from at least 1 μg of RNA using the HiScript II SuperMix (Vazyme Biotech Co., Ltd., China). Quantitative polymerase chain reaction (qPCR) was carried out with a QuantStudio 6 Flex Real-Time PCR System (Life Technologies, Carlsbad, CA) using SYBR Premix ExTaq (Vazyme Biotech Co., Ltd., China) and gene-specific primers (Table S1). The data were analyzed using the 2^−ΔΔCT^ method, with Actin as internal control.

### Western blot

To identify sEV-BAT and sEV-WAT, equal amount of protein (20 μg) from adipocytes or sEVs were loaded for Western blot. To detect browning markers, equal amount of protein (20 μg) were extracted from treated cells at different times. Protein concentrations were measured using BCA Protein Assay Reagent (KeyGen BioTECH, KGP902, China). Samples were separated on a 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), transferred by electrophoresis to PVDF membranes (Millipore, Billerica, MA), blocked in 5% milk for at least 1 h and incubated with antigen-specific antibodies overnight at 4 °C. CD9 (220,642, Zen Bio, 1:1000), CD81 (381,296, Zen Bio, 1:1000), and Tumor susceptibility gene 101 protein (TSG101) (385,999, Zen Bio, 1:1000) were from Zen Bioscience; UCP1 (ab23841, Abcam, 1:1000) and ACTIN (ab3280, Abcam, 1:5000) were from Abcam; PGC-1α (D162041, BBI, 1:1000) were from BBI Life Sciences. Primary antibodies were then labeled for at least 1 h with horseradish peroxidase (HRP) conjugated secondary antibodies. Immunodetection was performed using High-sig ECL Western Blotting Substrate (Tanon,180–501) and was detected using a Bio-Rad Chemidoc imager.

### Statistical analysis

Data were expressed as mean ± s.d. Comparisons between two groups were performed using two tailed Student’s t-test. A *p*-value less than 0.05 was considered statistically significant.

## Results

### sEV-BAT induces beige adipocyte differentiation

According to our previous studies, we firstly isolated sEV-WAT and sEV-BAT from tissue extracts by using a combination of ultrafiltration and ultracentrifugation method [26, 32] (Figure S1A). Transmission electron microscopy (TEM) directly indicated the cup-shaped morphology of the sEV-WAT and sEV-BAT (Figure S1B). The size distribution was measured by ZetaView system, which revealed that sEV-WAT and sEV-BAT were homogeneous ranging from 45 to 195 nm, respectively (Figure S1C). Western blots confirmed that the sEV markers TSG101, CD81, and CD9 were all expressed in sEV-WAT and sEV-BAT, while the cytoskeletal protein actin was only detected in cell lysates (Figure S1D). In addition, sEV-WAT and sEV-BAT could be internalized by ASCs (Figure S1E). These results showed that sEV-WAT and sEV-BAT were both successfully isolated and were consistent with the general sEVs characteristics [9].

To preferably explore the browning effects of sEV-BAT, we used sEV-WAT for comparison. ASCs and 3T3-L1 cells were co-cultured with sEV-WAT and sEV-BAT (1 × 10^11^ particles/ml) for up to 14 days. PBS group was regarded as a blank control. The sEVs were supplemented every two days during medium change and the cells were collected at day 7 or 14 for further research. The mRNA expression levels of ASCs and 3T3-L1 cells for the browning marker gene encoding peroxlsome proliferator-activated receptor-γ coactlvator 1α (*Pgc-1α*), cell death-inducing DNA fragmentation factor-like effector A (*Cidea*) and uncoupling protein 1 (*Ucp1*) were analyzed by qPCR, which were increased slightly in sEV-BAT group on day 7 and significantly elevated on day 14 compared to sEV-WAT group (Fig. 1A, B). Furthermore, consistent with changes in mRNA levels, Western blots also showed that sEV-BAT group had an increased amount of brown fat marker protein UCP1 and PGC-1α both in ASCs and 3T3-L1 on day 7 and day 14, while PBS and sEV-WAT group only had a small amount of these protein (Fig. 1C, D). Collectively, sEV-BAT was demonstrated to effectively induce beige adipocyte differentiation, however, sEV-WAT had no similar function.

**Fig. 1:**
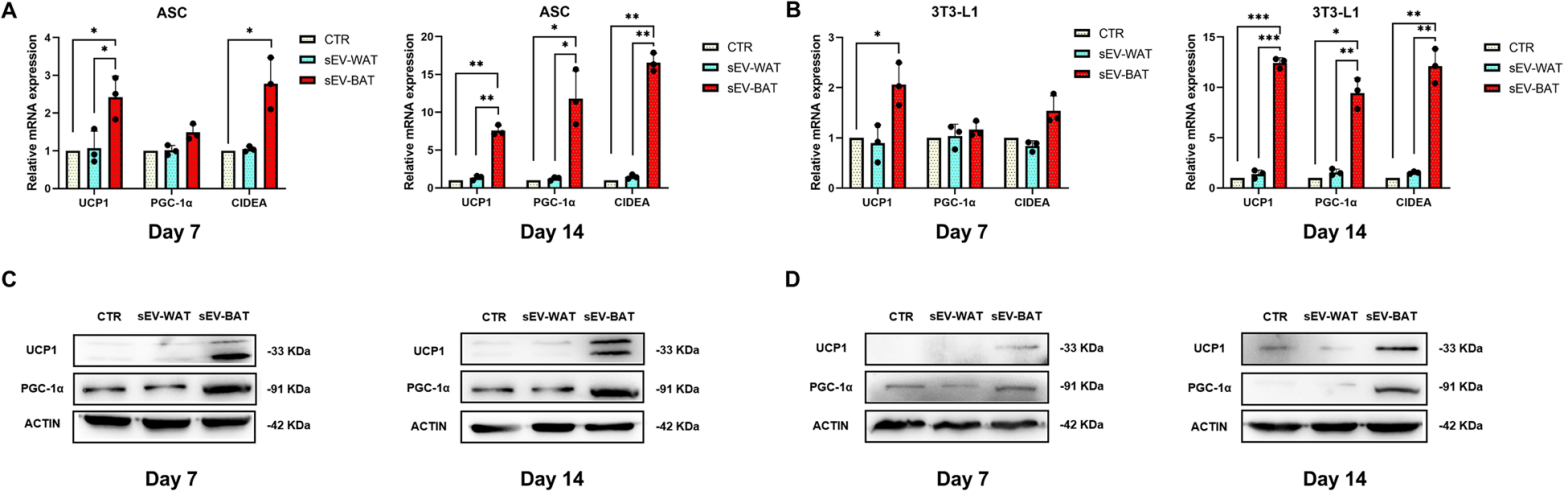
sEV-BAT induced beige adipocyte differentiation. **A** The relative expressions of ASC mRNA encoding *Ucp1*, *Pgc-1α*, and *Cidea* was measured by qPCR on day 7 and day 14 after sEV-WAT and sEV-BAT induction. **B** The relative expressions of 3T3-L1 mRNA encoding *Ucp1*, *Pgc-1α*, and *Cidea* was measured by qPCR on day 7 and day 14 after sEV-WAT and sEV-BAT induction. **C** Protein expression of ASC UCP1 and PGC-1α was detected by Western blots on day 7 and day 14 after sEV-WAT and sEV-BAT induction. **D** Protein expression of 3T3-L1 UCP1 and PGC-1α was detected by Western blots on day 7 and day 14 after sEV-WAT and sEV-BAT induction. ASCs and 3T3-L1 cells induced with PBS (CTR) were used as negative controls. All data were presented as mean ± s.d. (*n* = 3). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 (Student’s t-test)

### Identification of differentially expressed exosomal lncRNAs

To further investigate the lncRNA content of sEV-WAT and sEV-BAT, we profiled the lncRNAs of sEV-WAT and sEV-BAT in three biological replicates by performing a lncRNA microarray assay, and selected which lncRNAs were differentially upregulated in sEV-BAT (Fig. 2A). 

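Total RNA of sEV-WAT and sEV-BAT was hybridized in 1 colour to 6 Arraystar Mouse LncRNA Arrays V4, with 3 biological replicates of each kind of sEV. Each replicate pooled sEVs from the interscapular brown or the inguinal white fat of 10 mice. The paper gives 30 mice in 3 groups of 10 for both kinds of sEV, so sEV-BAT and sEV-WAT pools would share mice, but it does not say which sEV-BAT array goes with which sEV-WAT array. The paper gives the age of the mice as 6 weeks and the sample labels give 6 to 8 weeks. Each array carried 62976 spots, of which 1439 were control spots, and the remaining spots made up 60823 probes. The authors deposited the scanner's output for each array, with background-subtracted spot intensities that were not normalized between arrays, and a table of quantile-normalized log2 values for the probes other than 182 replicated ones. From the scanner intensities, log2 values were taken here, spots that the scanner software marked as non-uniform or as population outliers were left out, spots of one probe were averaged, and the arrays were quantile-normalized. Probes well above background on at least 3 of the 6 arrays were kept, after the flag filter in Fig. 2A, which left 54443 probes. The difference between sEV-BAT and sEV-WAT was then tested with limma. The sEV-BAT arrays had 54888, 54759 and 56786 probes well above background and the sEV-WAT arrays 51589, 51725 and 52542. The means were 55478 ± 1135 (SD, n = 3) and 51952 ± 515 (SD, n = 3), and every sEV-BAT array lay above every sEV-WAT array (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The median probe intensity before normalization was 81.3 to 92.1 on the sEV-BAT arrays and 57.0 to 58.4 on the sEV-WAT arrays, so the normalization removed a difference in brightness between the groups. No spot was saturated. The 3 sEV-WAT arrays and sEV-BAT 1 lay on the same slide, and sEV-BAT 2 and sEV-BAT 3 lay on another slide. No column of the files gives the class of a probe. The 29618 probes whose identifiers contain LNC or lincRNA were counted as lncRNA probes, and the identifiers of most probes are not paired with a gene or transcript name. The number of arrays limits the precision of every comparison.

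**Figure D1:**
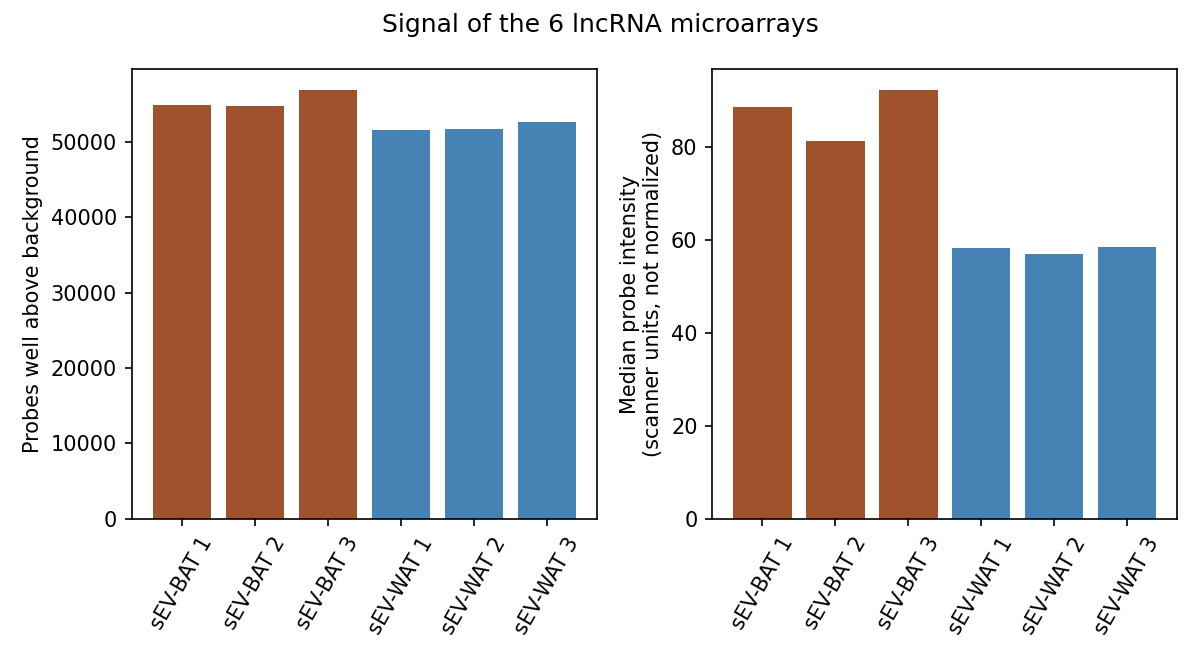
Probes well above background (left) and median probe intensity before normalization in scanner units (right), with 1 bar for each array, brown for sEV-BAT and blue for sEV-WAT. The sEV-BAT bars are higher than the sEV-WAT bars in both panels, with at least 54759 against at most 52542 probes on the left.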

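Of the lncRNA probes, 26824 passed the filter and were compared between sEV-BAT and sEV-WAT. At a fold change of at least 2 in either direction and an unadjusted limma p of at most 0.05, 534 of them differed. At an unadjusted p of at most 0.05 alone, 7747 differed. After Benjamini-Hochberg adjustment over all 54443 probes, 2031 lncRNA probes had an adjusted limma p of at most 0.05, and 309 of these also changed at least 2-fold. The adjusted count was not stable when single arrays were left out. It was 0 without sEV-BAT 3 or any 1 of the sEV-WAT arrays, where 5517 to 6810 lncRNA probes still had an unadjusted p of at most 0.05. It was 761 without sEV-BAT 1 and 2210 without sEV-BAT 2. Leaving out an array also leaves fewer samples, and the cause of these changes was not tested. When slide was a block, 275 lncRNA probes differed at the fold change and unadjusted p above and 0 after adjustment, with 3107 at an unadjusted p of at most 0.05. That block compares sEV-BAT 1 with the 3 sEV-WAT arrays on its slide, since the other slide held sEV-BAT arrays only. The methods' t-test on the same values gave 441 lncRNA probes at these thresholds and 28 after Benjamini-Hochberg adjustment.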

After RNA labeling, array hybridization, and raw data quantile normalization, a total of 563 types of known lncRNAs were identified to be DE in sEV-BAT compared to sEV-WAT. Among these genes, 232 lncRNAs were upregulated and 331 lncRNAs were downregulated (fold change ≥ 2 or ≤  − 2, *P* ≤ 0.05). 

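Among the lncRNA probes that differed at these thresholds, 220 were higher and 314 were lower in sEV-BAT. The normalization moved the directions most. Without normalization between arrays, 3919 probes were higher and 30 were lower, with a median log2 difference of 0.62 over all probes. With each array's 75th percentile subtracted in place of quantile normalization, 547 were higher and 193 were lower, and the median difference was 0.13. Slide as a block gave 89 higher and 186 lower. Without sEV-BAT 2 the counts rose to 637 higher and 526 lower.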

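Among probes with a name, which are lincRNAs and a few genes, 129 had an adjusted limma p of at most 0.05. The largest increases in sEV-BAT among those whose groups did not overlap and that were well above background in the higher group were at humanlincRNA1030-, mouselincRNA1555-, MM9LINCRNAEXON10664+, mouselincRNA1256+ and humanlincRNA0158-, with log2 fold changes of 1.79, 1.34, 1.30, 1.20 and 1.20. MM9LINCRNAEXON10664+ was the brightest of the 220 lncRNA probes that were higher in sEV-BAT, with a log2 intensity of 15.29 ± 0.21 (SD, n = 3) in sEV-BAT and 13.99 ± 0.35 (SD, n = 3) in sEV-WAT. The largest decreases were at humanlincRNA1114-, humanlincRNA0525+, humanlincRNA2019-, humanlincRNA0817- and humanlincRNA1153-, with log2 fold changes of -1.33, -1.32, -1.22, -1.20 and -1.16. These 10 adjusted p-values lay between 0.0332 and 0.0430. The increases at mouselincRNA1256+ and humanlincRNA0158- were 0.90 and 0.94 when slide was a block, below a fold change of 2. Without normalization between arrays, the decreases at these 5 probes were below a fold change of 2. Of the probes that can be read in Fig. 2B, mouselincRNA0118+ and mouselincRNA1533- were lower in sEV-BAT, by log2 fold changes of -1.87 and -1.74 (limma, adjusted p = 0.0597 and adjusted p = 0.0723). They were chosen here after their values were seen.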

The top 50 DE lncRNAs with largest fold changes were showed in a heatmap (Fig. 2B). All the DE lncRNAs were depicted in a volcano plot (Fig. 2C). Moreover, according to the location of lncRNAs, we aimed to focus on the intergenic and natural antisense lncRNAs in the upregulated group. Therefore, the expression of three upregulated lncRNAs (AK029592, humanlincRNA1030 and ENSMUST00000152284) with relatively larger fold change and raw intensity in sEV-BAT were selected as candidate lncRNAs for further verification and assessed by qPCR. 

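Over the 26824 lncRNA probes that were tested, the log2 fold change ran from -3.24 to 3.15. The 3 sEV-BAT values lay above the 3 sEV-WAT values at 14.3% of the probes and below them at 22.4%, where chance gives 10% over both directions. Of the 534 probes that differed at the thresholds, 494 had groups that did not overlap. The lowest adjusted limma p of any probe was 0.0329.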

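Of the 3 candidates, the files name humanlincRNA1030 alone, by a pair of probes marked - and +, and Fig. 2C labels the - probe. AK029592 and ENSMUST00000152284 were not analysed here, since the files do not pair their names with probes. The humanlincRNA1030- probe had a log2 intensity of 8.44 ± 0.51 (SD, n = 3) in sEV-BAT and 6.65 ± 0.08 (SD, n = 3) in sEV-WAT. The log2 fold change was 1.79 (standard error 0.25, adjusted p = 0.0332 from limma with Benjamini-Hochberg adjustment over all probes). It was well above background on all 6 arrays, and every sEV-BAT value lay above every sEV-WAT value. The intensity before normalization was 335, 341 and 599 on the sEV-BAT arrays and 90.1, 77.7 and 83.3 on the sEV-WAT arrays. Among the 220 lncRNA probes that were higher in sEV-BAT, it ranked 11 by fold change and 118 by its signal in sEV-BAT. With each array left out in turn, the log2 fold change stayed between 1.50 and 1.94, and with slide as a block it was 1.49. The humanlincRNA1030+ probe differed by less than the spread between arrays, with 8.11 ± 0.26 (SD, n = 3) in sEV-BAT and 8.04 ± 0.18 (SD, n = 3) in sEV-WAT (limma, adjusted p = 0.825). From location, fold change and raw intensity, the paper selected its candidates for qPCR, and location was not analysed here.

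**Figure D2:**
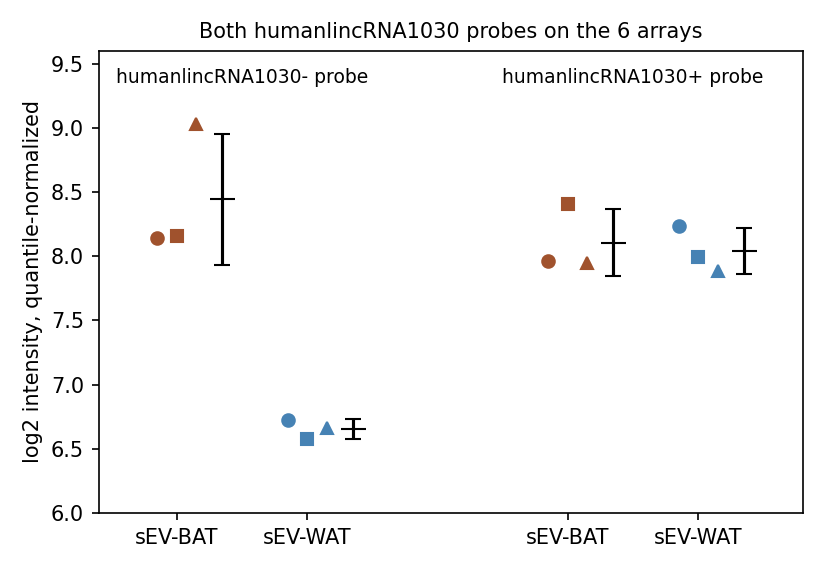
Quantile-normalized log2 intensity of both humanlincRNA1030 probes, brown for sEV-BAT and blue for sEV-WAT. Circles, squares and triangles are replicates 1, 2 and 3, and black bars are the mean and SD. The sEV-BAT values of the - probe lie between 8.14 and 9.03, above the sEV-WAT values, while the groups overlap at the + probe.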

The qPCR results showed that sEV-BAT was enriched in AK029592, humanlincRNA1030 and ENSMUST00000152284 compared to sEV-WAT, confirming the reliability of our microarray assay data (Fig. 2D).

**Fig.2:**
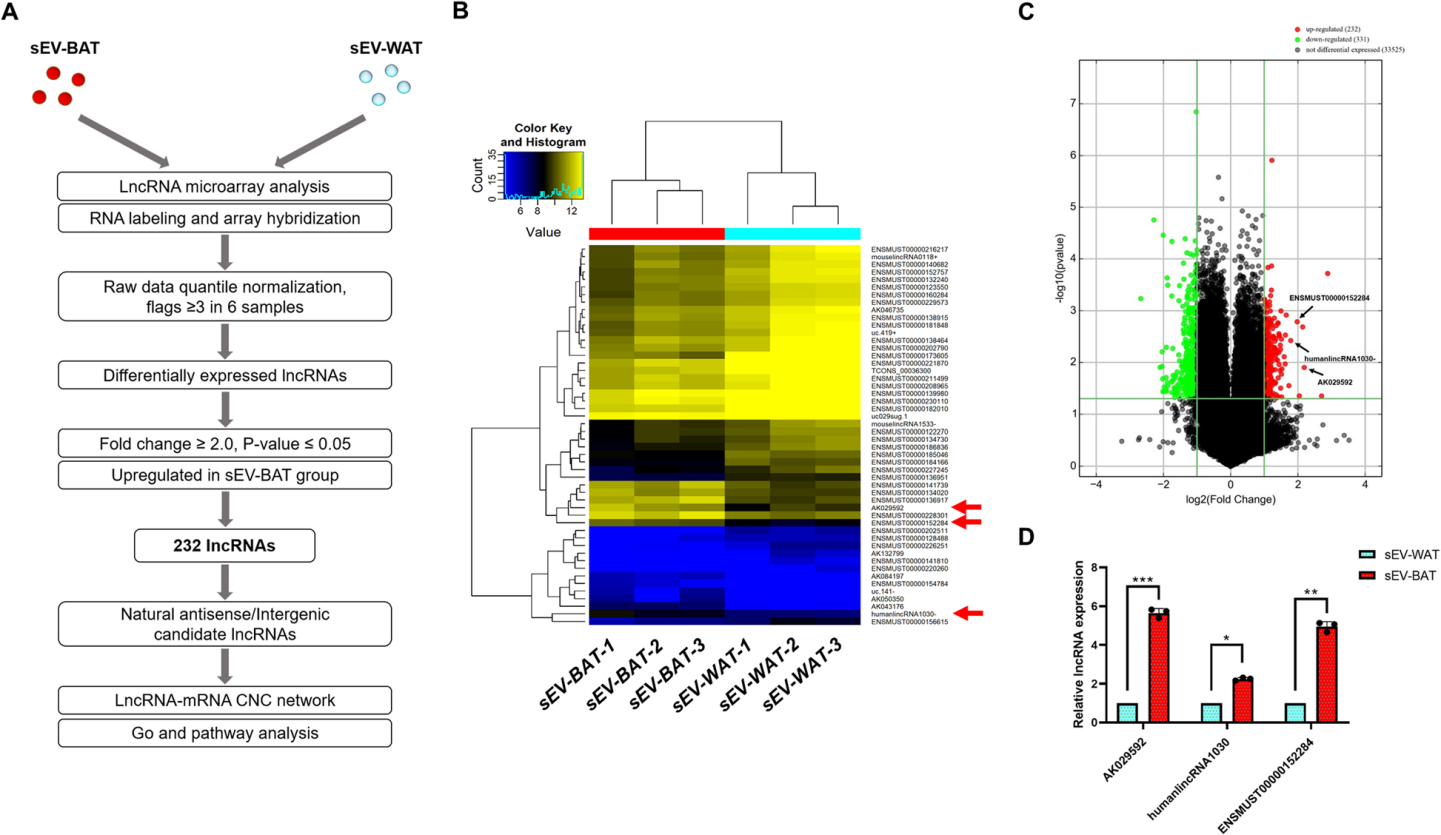
LncRNA expression profiles of sEV-WAT and sEV-BAT. **A** Bioinformatics pipeline discovery for candidate lncRNAs of sEV-BAT. **B** Heatmap analysis of the top 50 significantly expressed lncRNAs in the sEV-WAT and sEV-BAT. The expression ratio was represented by color ranges from blue (low) to yellow (high), and the candidate lncRNAs were pointed out by red arrows. **C** Volcano plot of the lncRNAs in the sEV-WAT and sEV-BAT. The red and green dots indicated the differentially expressed lncRNAs between the sEV-WAT and sEV-BAT. The black arrows indicated the three candidate lncRNAs. **D** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 in sEV-BAT compared to that in sEV-WAT. All data were presented as mean ± s.d. (*n* = 3). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 (Student’s t-test)

### Interaction and co-expression lncRNA-mRNA network analysis

Next, in order to explore their regulatory functions, possible target genes of the three candidate lncRNAs were searched and then co-expression lncRNA-mRNA gene clusters and networks were constructed. Target genes with i) Pearson correlation coefficient (pcc) score ≥ 0.9, ii) *P* ≤ 0.05 and iii) false discovery rate (FDR) ≤ 1 were visualized using Cytoscape (Fig. 3A), and we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) on the three candidate lncRNAs target genes to reveal their related biological processes, cellular components, molecular functions, and signaling pathways. 

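The network filter was applied here to humanlincRNA1030-, the candidate that the files name. No column marks the mRNA probes, so it was compared with all 54379 other probes that passed the filter and had a value on all 6 arrays. Pearson's r was at least 0.9 with 2831 of them. An FDR limit of 1 removes no probe. All of these probes had a higher mean in sEV-BAT than in sEV-WAT, and 292 of them were higher at the fold change and p used for the DE lncRNAs. When the 6 values of humanlincRNA1030- were put in all 720 orders, 28 orders, the observed one included, gave at least as many probes (permutation p = 0.0389), with a median of 181 and a maximum of 4033. The paper selected this candidate partly for its fold change on these same arrays. This p therefore does not test co-expression apart from the difference between sEV-BAT and sEV-WAT. The count was not particular to this candidate: its median over the 220 lncRNA probes higher in sEV-BAT was 2754, and over all lncRNA probes it was 990. With the mean of each group taken out of both probes, so that the difference between sEV-BAT and sEV-WAT no longer counts, r was at least 0.9 with 785 probes. No count was made for unrelated probes treated in the same way, so 785 does not show that co-expression is left within the groups. Without sEV-BAT 2 the count of 2831 rose to 5818. Of the 2831 probes, 1024 had identifiers that begin with ASMM10AP1B, the class of probes that the number of points in Fig. 2C leaves outside the lncRNAs. That class was set after the values were seen. E2f1 is the only gene of Table 2 that the files name, and it was added after its values were seen. Its r with humanlincRNA1030- was -0.916, and its log2 fold change was -0.41 (limma, adjusted p = 0.0766). A negative r does not pass the filter as applied here. This E2f1 probe is a replicated one outside the deposited log2 values, so the paper may have used another probe. Table 2 does not say which candidate a gene goes with. The paper takes genes selected by this filter as possible targets of its candidates.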

GO analysis demonstrated that the target mRNAs were highly associated with “cellular process”,“cellular metabolic process” and “metabolic process” in biological processes, “cellular anatomical entity”, “intracellular” and “organelle” in cellular components, and “binding”, “protein binding” and “ion binding” in molecular functions (Fig. 3B-D and Table 1). Moreover, the candidate lncRNA target genes were shown to be significantly engaged in signaling pathways for adipocyte differentiation and metabolic regulation in KEGG analysis, including the “Wnt signaling pathway”, “MAPK signaling pathway” and “phosphatidylinositol signaling system” (Fig. 3E). In addition, the top enriched mRNAs associated with top 10 pathways were shown in Table 2. To acquire a more detailed insight into the functional roles of the candidate lncRNAs, the GO and KEGG analysis were employed on the target genes of AK029592, humanlincRNA1030 and ENSMUST00000152284, respectively (Figure S2). Importantly, we found that their co-enriched KEGG pathway analysis was mostly related to “insulin signaling pathway”, “insulin resistance”, and “type II diabetes mellitus”, which undoubtedly indicated the specific characteristics of brown adipose tissue in sEV-BAT lncRNAs, as a high engagement in metabolism, insulin related signaling, and diabetes related pathways.

**Fig. 3:**
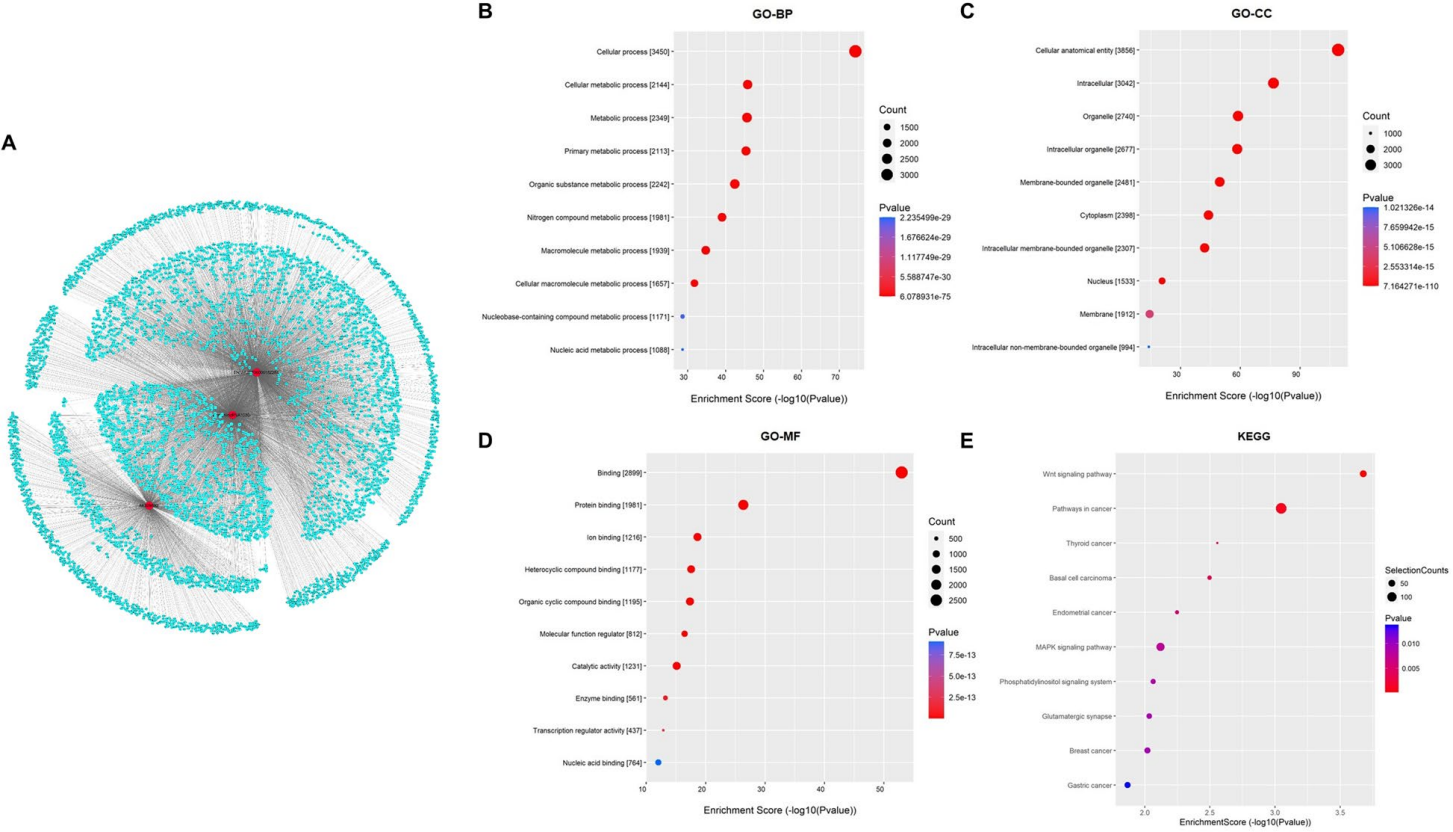
Interaction and co-expression network analysis of candidate lncRNAs and predicted target mRNAs. **A** Schematic representation of the predicted target genes of the three candidate lncRNAs enriched in sEV-BAT. The gene clusters (blue) and networks of the lncRNAs were visualized using Cytoscape. **B**, **C**, **D**, **E** GO analysis of biological process (BP), cellular component (CC), molecular function (MF), and KEGG pathway analysis of the predicted target mRNAs of the three candidate lncRNAs enriched in sEV-BAT

**Table 1:** GO analysis of candidate lncRNAs target mRNAs

Term	Domain	Count	P value
Cellular process	Biological process	3450	6.08E-75
Cellular metabolic process	Biological process	2144	1.568E-46
Metabolic process	Biological process	2349	2.385E-46
Primary metabolic process	Biological process	2113	4.534E-46
Organic substance metabolic process	Biological process	2242	3.859E-43
Nitrogen compound metabolic process	Biological process	1981	8.686E-40
Macromolecule metabolic process	Biological process	1939	1.683E-35
Cellular macromolecule metabolic process	Biological process	1657	1.655E-32
Nucleobase-containing compound metabolic process	Biological process	1171	2.136E-29
Nucleic acid metabolic process	Biological process	1088	2.235E-29
Cellular anatomical entity	Cellular component	3856	7.16E-110
Intracellular	Cellular component	3042	2.508E-77
Organelle	Cellular component	2740	1.756E-59
Intracellular organelle	Cellular component	2677	3.97E-59
Membrane-bounded organelle	Cellular component	2481	2.468E-50
Cytoplasm	Cellular component	2398	1.139E-44
Intracellular membrane-bounded organelle	Cellular component	2307	8.423E-43
Nucleus	Cellular component	1533	2.491E-21
Membrane	Cellular component	1912	4.083E-15
Intracellular non-membrane-bounded organelle	Cellular component	994	1.021E-14
Binding	Molecular function	2899	1.019E-53
Protein binding	Molecular function	1981	4.483E-27
Ion binding	Molecular function	1216	2.487E-19
Heterocyclic compound binding	Molecular function	1177	2.681E-18
Organic cyclic compound binding	Molecular function	1195	4.4E-18
Molecular function regulator	Molecular function	812	3.727E-17
Catalytic activity	Molecular function	1231	7.475E-16
Enzyme binding	Molecular function	561	5.78E-14
Transcription regulator activity	Molecular function	437	1.377E-13
Nucleic acid binding	Molecular function	764	9.053E-13

**Table 2:** Pathways of candidate lncRNAs target mRNAs with the largest significant difference in KEGG analysis

Pathway	Fisher-*P* value	Top enriched genes
Wnt signaling pathway	0.000210417	*BTRC,CAMK2B,CAMK2D,CCND3,CHD8,CREBBP,CSNK2B,CTBP1,CTBP2,CTNNB1,CTNNBIP1,DAAM1,FBXW11,FRAT1,FZD8,FZD9,GSK3B,LEF1,MAPK8,MYC*
Pathways in cancer	0.00089539	*AGTR1B,ARHGEF1,ARNT,ARNT2,BAK1,BAX,BCL2,BCL2L11,BIRC7,BMP4,BRCA2,CALM4,CAMK2B,CAMK2D,CASP8,CASP9,CCDC6,CCNA1,CCND3,CDKN1A*
Thyroid cancer	0.00277648	*BAK1,BAX,CCDC6,CDKN1A,CTNNB1,GADD45A,GADD45B,HRAS,LEF1,MYC,RET,TCF7,TCF7L1,TPR,TRP53*
Basal cell carcinoma	0.003190856	*BAK1,BAX,BMP4,CDKN1A,CTNNB1,FZD8,FZD9,GADD45A,GADD45B,GLI2,GLI3,GSK3B,LEF1,TCF7,TCF7L1,TRP53,WNT10A,WNT11,WNT5A,WNT5B*
Endometrial cancer	0.005658717	*BAK1,BAX,CASP9,CDKN1A,CTNNB1,ELK1,GADD45A,GADD45B,GSK3B,HRAS,LEF1,MLH1,MYC,PIK3R2,PIK3R3,PTEN,SOS2,TCF7,TCF7L1,TRP53*
MAPK signaling pathway	0.007583797	*ARRB2,BDNF,CACNA1A,CACNA1F,CACNA1S,CACNA2D1,CACNB3,CACNB4,CACNG1,CDC25B,CHUK,CSF1R,DUSP10,DUSP2,DUSP4,DUSP6,DUSP8,ELK1,EPHA2,FGF2*
Phosphatidylinositol signaling system	0.008641106	*CALM4,CDS2,DGKG,DGKQ,INPP4A,INPP5A,INPP5E,INPPL1,IP6K3,IPMK,ITPKA,MTMR14,MTMR2,OCRL,PI4K2A,PI4KB,PIK3C3,PIK3R2,PIK3R3,PIKFYVE*
Glutamatergic synapse	0.00926066	*CACNA1A,DLG4,DLGAP1,GNAO1,GNAQ,GNAS,GNB3,GNB4,GNB5,GNG10,GNG11,GNG4,GNG8,GRIA4,GRIN1,GRM1,GRM7,GRM8,HOMER2,KCNJ3*
Breast cancer	0.009525387	*BAK1,BAX,BRCA2,CDKN1A,CTNNB1,E2F1,E2F3,FGF2,FGF22,FGF23,FGF6,FGF9,FRAT1,FZD8,FZD9,GADD45A,GADD45B,GSK3B,HRAS,IGF1*
Gastric cancer	0.01354918	*ABCB1A,BAK1,BAX,BCL2,CDH17,CDKN1A,CTNNB1,E2F1,E2F3,FGF2,FGF22,FGF23,FGF6,FGF9,FGFR2,FRAT1,FZD8,FZD9,GADD45A,GADD45B*

Overall, these results suggested the potential metabolic functions of the three candidate lncRNAs of sEV-BAT, which were consistent with the BAT characteristics and could be used for further studies.

### Expression levels of the candidate lncRNAs during white adipocyte differentiation

The expressions of AK029592, humanlincRNA1030 and ENSMUST00000152284 during adipogenic differentiation were explored in ASCs (Fig. 4A-C) and 3T3-L1 cells (Fig. 4D-E). The effect of adipogenic induction was further investigated by Oil Red O staining in day 5 (Fig. 4A). The expressions of AK029592 and ENSMUST00000152284 were found to be increasingly induced at different time points (day 0, 1, 3, and 5) during white adipocyte differentiation both in ASCs and 3T3-L1 cells, along with the increase of known positive adipogenic genes such as fatty acid binding protein 4 (*Fabp4*), *Pparγ*, and adiponectin (Fig. 4B-E). However, the expression of humanlincRNA1030 showed no significant differences following white adipocyte induction.

**Fig. 4:**
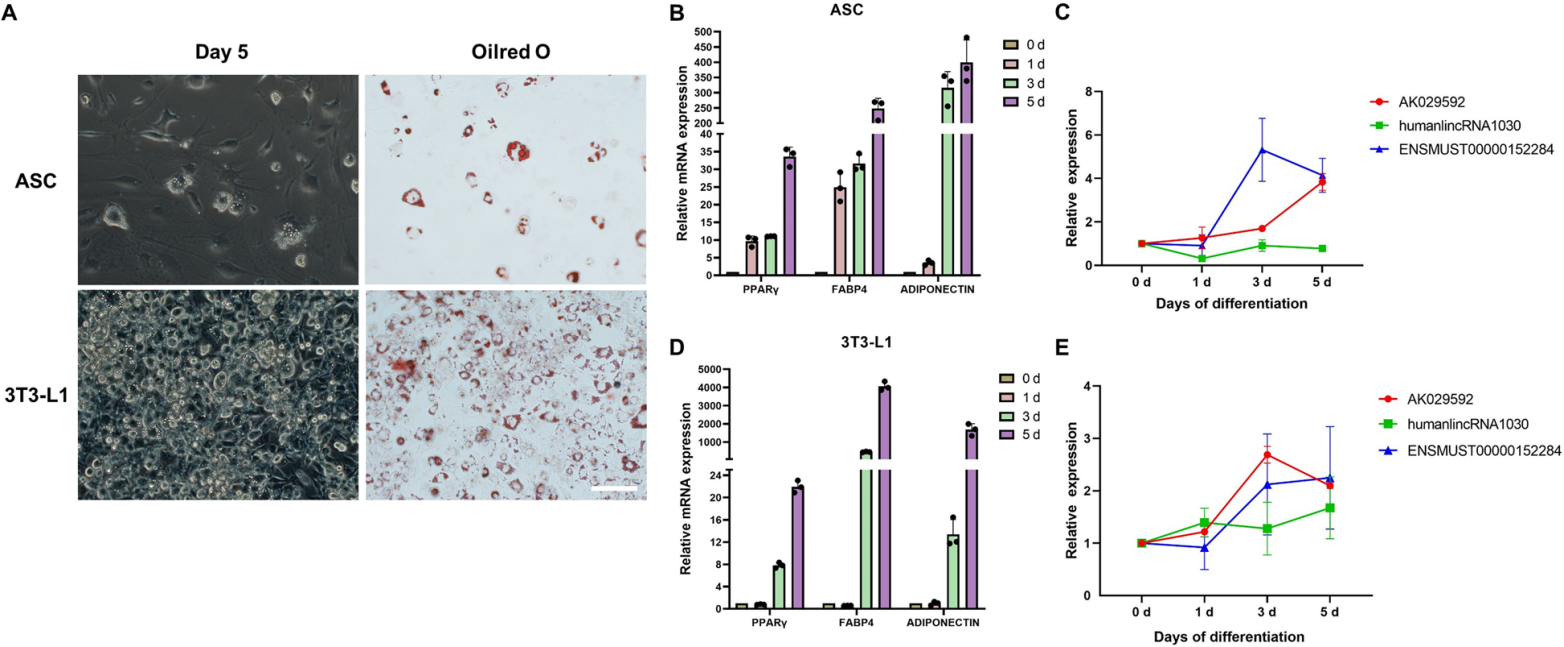
Expressions of candidate lncRNAs during adipogenic differentiation. **A** ASCs and 3T3-L1 cells cultured with adipogenic medium were stained with Oil Red O to determine the level of adipogenesis. Scale bar: 100 µm. **B** qPCR analysis of mRNA encoding *Pparγ*, *Fabp4*, and adiponectin at different time points (day 0, 1, 3, and 5) during ASCs differentiation. **C** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions at different time points (day 0, 1, 3, and 5) during ASCs differentiation. **D** qPCR analysis of mRNA encoding *Pparγ*, *Fabp4*, and adiponectin at different time points (day 0, 1, 3, and 5) during 3T3-L1 differentiation. **E** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions at different time points (day 0, 1, 3, and 5) during 3T3-L1 differentiation. All data were presented as mean ± s.d. (*n* = 3)

### Expression levels of candidate lncRNAs during beige adipocyte differentiation

Furthermore, to explore the role of the three lncRNAs during beige adipocyte differentiation, we introduced rosiglitazone treatment to induce ASCs and 3T3-L1 cells into beige adipocytes and monitored the expression of browning marker genes such as *Ucp1*, *Pgc-1α*, and *Cidea* at different time points (day 0, 1, 3, and 5) during browning differentiation process (Fig. 5A). The results showed that rosiglitazone successfully induced browning of adipocytes in ASCs, as the lipid droplets of adipocytes at day 5 were observed by Oil Red O staining, the mRNA expression of *Ucp1*, *Pgc-1α*, and *Cidea* and the protein expression of UCP-1 were remarkably increased after 5 d exposure (Fig. 5B, C, D). The expression profile of AK029592 in ASCs and 3T3-L1 cells was statistically upregulated during differentiation, which suggested its potential contribution to browning (Fig. 5E). However, the expressions of humanlincRNA1030 and ENSMUST00000152284 were found to have no significant differences during 5-day beige adipocyte induction (Fig. 5E). We further induced browning of 3T3-L1 cells (Fig. 5B, F, G), and similar expression profile of three candidate lncRNAs have also been observed (Fig. 5H).

**Fig. 5:**
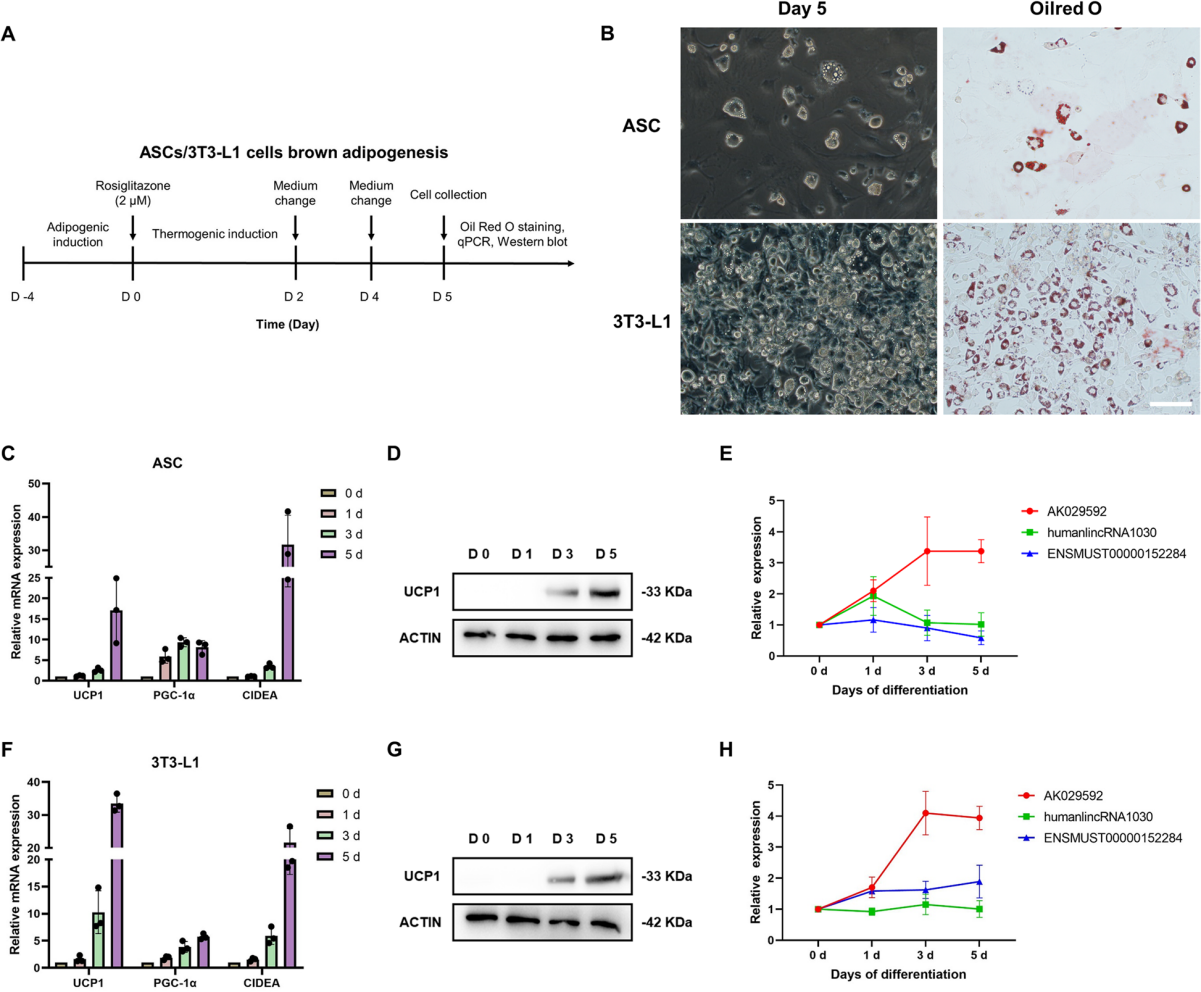
Expressions of candidate lncRNAs during beige adipocyte differentiation. **A** Beige adipocyte differentiation protocol of ASCs and 3T3-L1 cells. **B** ASCs and 3T3-L1 cultured with thermogenic adipogenic medium were stained with Oil Red O to determine the level of adipogenesis. Scale bar: 100 µm. **C** qPCR analysis of mRNA encoding *Ucp1*, *Pgc-1α*, and *Cidea* at different time points (day 0, 1, 3, and 5) during ASCs differentiation. **D** Protein expression of UCP1 detected by Western blots at different time points (day 0, 1, 3, and 5) during ASCs differentiation. **E** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions at different time points (day 0, 1, 3, and 5) during ASCs differentiation. **F** qPCR analysis of mRNA encoding *Ucp1*, *Pgc-1α*, and *Cidea* at different time points (day 0, 1, 3, and 5) during 3T3-L1 differentiation. **G** Protein expression of UCP1 detected by Western blots at different time points (day 0, 1, 3, and 5) during 3T3-L1 differentiation. **H** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions at different time points (day 0, 1, 3, and 5) during 3T3-L1 differentiation. All data were presented as mean ± s.d. (*n* = 3)

### Expression levels of candidate lncRNAs in various cells and tissues

 To explore the biological distribution of candidate lncRNAs, we examined the expression of the candidate sEV-BAT enriched lncRNAs (AK029592, humanlincRNA1030 and ENSMUST00000152284) in different kinds of cells including inguinal adipocytes, epididymal adipocytes, brown adipocytes, inguinal adipose-derived stem cells (i-ASC), epididymal adipose-derived stem cells (e-ASC), brown adipose-derived stem cells (b-ASC), endothelial cells (EC), fibrocytes and macrophages, and in diverse tissues including BAT, inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), liver, heart, kidney, spleen, lung, brain, and muscle from 6–8 weeks old mice. Consistent with our microarray assay data, the expression of mouse ortholog of AK029592, humanlincRNA1030 and ENSMUST00000152284 across a panel of 8 adipose tissue-related cells also revealed an apparent enrichment in floating mature brown adipocytes after enzymatic digestion of isolated BAT (Fig. 6A-C). Furthermore, we also found that the relatively high expressions of AK029592, humanlincRNA1030 and ENSMUST00000152284 in BAT than the other two fat tissues (Fig. 6D-F). In addition, the expression of AK029592 were widely distributed in various organs with a high enrichment in BAT, liver, and lung. humanlincRNA1030 and ENSMUST00000152284 were both found to be enriched in muscle except for BAT, which might be related to their common progenitor cells and similar energy expending features [33, 34].

**Fig. 6:**
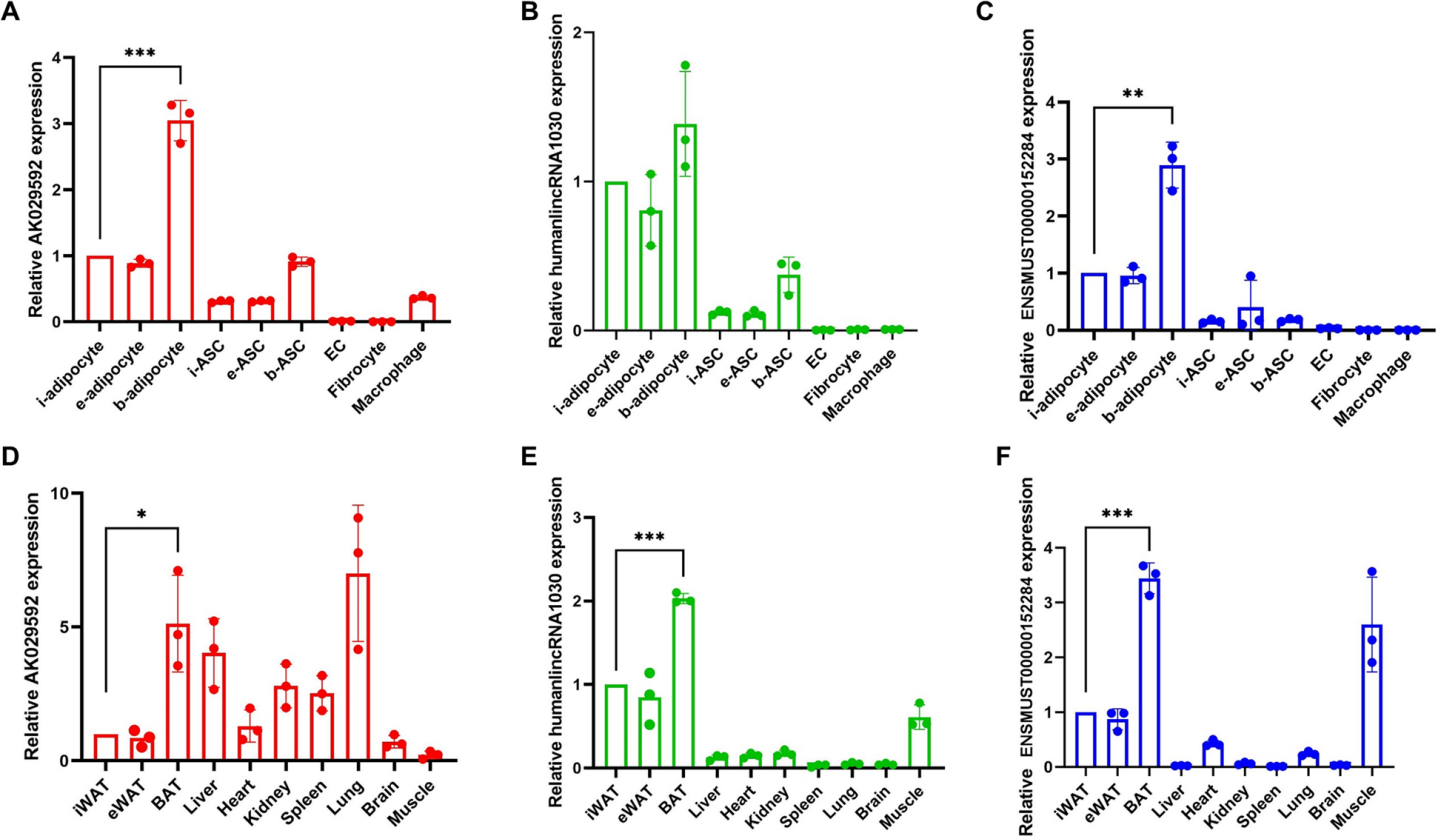
The biological distribution of candidate lncRNAs. **A**, **B**, **C** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions across 9 mouse adipose tissue-related cell lines. **D**, **E**, **F** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions across 10 mouse tissues. All data were presented as mean ± s.d. (*n* = 3). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 (Student’s t-test)

### Expression levels of candidate lncRNAs in wildtype and obesity mice

Importantly, obesity is considered as a physiological and pathological condition that is accompanied by metabolic disorders. Therefore, we next investigated the expression profiles of AK029592, humanlincRNA1030 and ENSMUST00000152284 in ob/ob mice and WT lean mice (Fig. 7A). The expressions of AK029592 and ENSMUST00000152284 were downregulated in white adipocytes in ob/ob mice than in WT mice, while expression of the three candidate lncRNAs in brown adipocytes were not affected (Fig. 7B-C). We found that the expressions of AK029592 and ENSMUST00000152284 were remarkably decreased in sEV-WAT and sEV-Serum in ob/ob mice than that in WT mice, while they showed no significant difference in sEV-BAT (Fig. 7D-F). In addition, the expression of humanlincRNA1030 had no significant differences in sEV of ob/ob mice and WT mice (Fig. 7D-F). At last, we compared the expressions of the three candidate lncRNAs in some essential metabolic related tissue of ob/ob mice and WT mice, which revealed that the levels of AK029592 and ENSMUST00000152284 were significantly decreased in white adipose tissue and liver (Fig. 7G, I). Conversely, AK029592 and ENSMUST00000152284 levels in the BAT, spleen, and skeletal muscle were not affected (Fig. 7H, J, K). In addition, the tissue expression of humanlincRNA1030 showed no significant difference in ob/ob mice and WT mice.

**Fig. 7:**
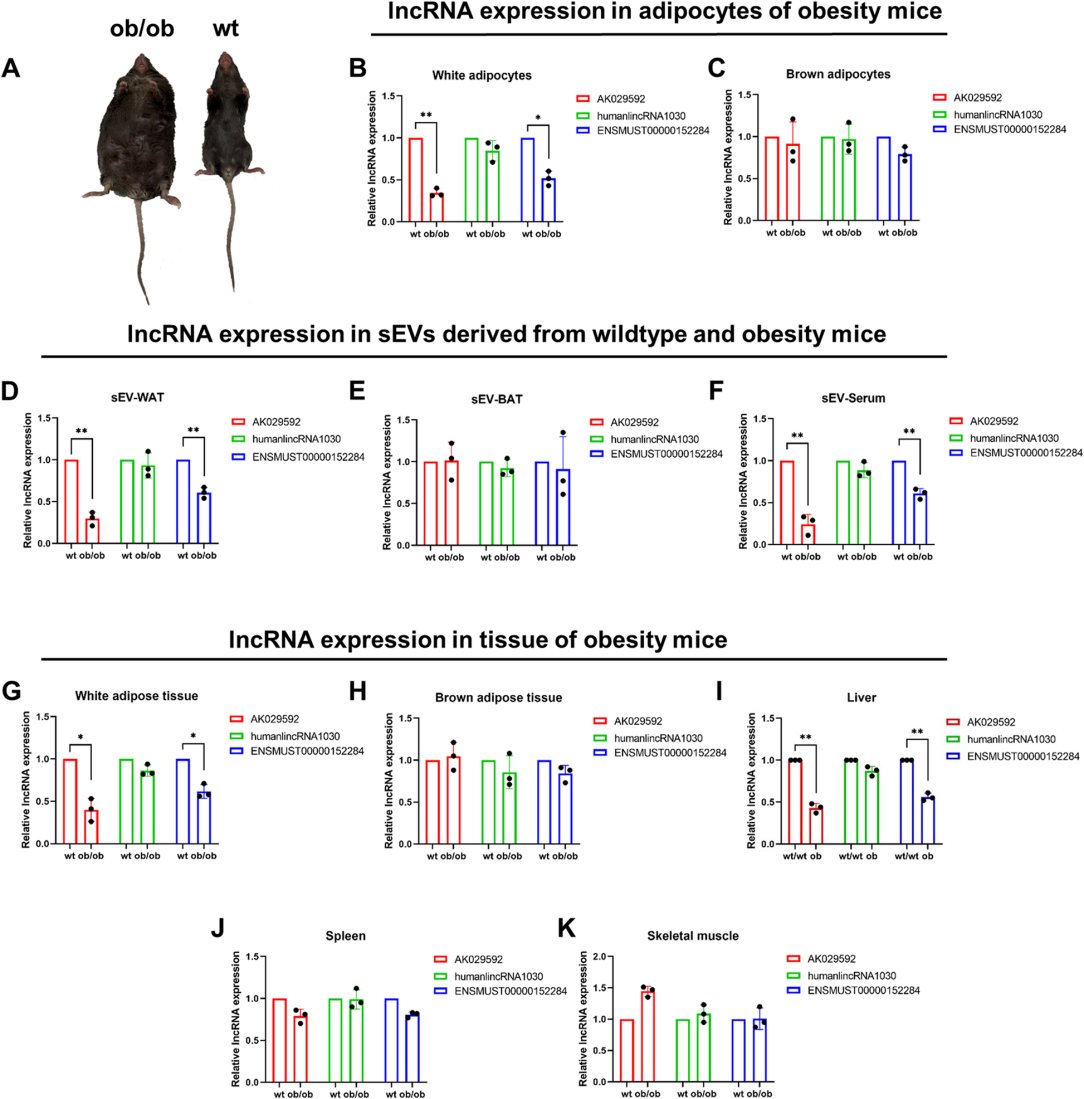
Expressions of candidate lncRNA in adipocytes, sEVs, and tissue derived from wildtype (WT) and obesity (ob/ob) mice. **A** Representative graphs of WT and ob/ob mice. **B**, **C** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions in adipocytes derived from WT and ob/ob mice (white adipocytes and brown adipocytes). **D**, **E**, **F** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions in sEV derived from WT and ob/ob mice (sEV-WAT, sEV-BAT, and sEV-Serum). **G**, **H**, **I**, **J**, **K** qPCR analysis of AK029592, humanlincRNA1030 and ENSMUST00000152284 lncRNA expressions in tissue derived from WT and ob/ob mice (WAT, BAT, liver, spleen, and skeletal muscle). All data were presented as mean ± s.d. (*n* = 3). *p ≤ 0.05, **p ≤ 0.01 (Student’s t-test)

## Discussion

Elucidating potential regulatory factors that were participated in thermogenesis or browning of white adipocyte might give rise to identification of new attractive strategies to treat obesity-associated metabolic disorders [5]. Previous studies demonstrated that sEV-BAT were able to perform excellently combating against obesity, which could be considered as a promising nanomedicine [11]. Importantly, the circumstances of chronic obesity-related metabolic disorders could activate BAT and result in remarkable changes in both the number of its circulating EVs, as well as the pattern of exosomal RNAs [6]. Therefore, in addition to known batokines, the RNAs of sEV-BAT might also contribute to thermogenesis.

In this study, we revealed that sEV-BAT could induce beige adipocyte differentiation while sEV-WAT had no such effects. These results indicated that sEV-BAT might contain thermogenic factors that drove browning in ASCs and 3T3-L1 cells. Like protein regulators, many lncRNAs transmitted by EVs were recognized as novel bioactive factors and were gradually proved to exhibit remarkable regulatory effects in developmental and physiological processes [35]. However, whether lncRNAs in sEV-BAT acted as an essential component to promote thermogenesis remained unclear. Therefore, to identify potential batokine-like therapeutic RNAs, we focused on lncRNAs in sEV-BAT and firstly utilized microarray screening along with bioinformatic analysis to characterize the expression profiles of lncRNAs in sEV-BAT in contrast to sEV-WAT. We found 232 DE lncRNAs were upregulated in sEV-BAT and 331 DE lncRNAs were downregulated. According to the location of lncRNAs, they can be further classified into sense, antisense, intergenic, intronic, and bidirectional lncRNAs [36]. A large number of intergenic and antisense lncRNAs were recognized as important modulators for thermogenic-related gene and protein expression [21, 23, 37]. Therefore, considering the location, fold change and raw intensity of lncRNAs, we further focused on three highly upregulated intergenic or antisense sEV-BAT lncRNAs (AK029592, humanlincRNA1030 and ENSMUST00000152284) as candidate lncRNAs.

According to previous studies, hypotheses on the thermogenic functions of lncRNAs might be inferred and revealed from the mRNA–lncRNA co-expression network during dynamic physiological and pathological processes [17, 38]. We further identified the DE target mRNAs of the candidate lncRNAs and performed GO and KEGG pathway analysis on those DE mRNAs. Interestingly, GO analysis of DE mRNAs demonstrated specific enrichment of a variety of metabolic processes. As BAT converted energy into heat, and utilized lipid and glucose for oxidation, the batokines were expected to exert similar effects and to activate BAT in body metabolism [5]. Therefore, according to these results, the candidate lncRNAs were revealed to target the metabolic-related genes and could be considered as batokines contained in sEV-BAT. Furthermore, we observed that those candidate lncRNA-associated mRNAs such as Pik3r3, Hk2, Prkab1, were all identified to be involved in lipid or glucose-associated metabolic regulation [39–41]. In addition, KEGG analysis of DE mRNAs also showed the Wnt signaling and MAPK signaling pathways were among the pathways identified to have significant differences. Notably, Wnt signaling was showed to be greatly involved in adipocyte biology, especially WAT browning process [42–44]. Previous studies also demonstrated that the activation of MAPK signaling pathway was strongly related to lipid homeostasis and thermogenesis [45, 46]. Therefore, the above results were consistent with those previous studies and underlined the potential batokines-like metabolic functions of three novel enriched lncRNAs.

In order to comprehensively explore the expression of candidate lncRNAs during lipid-related cell differentiation, we further successfully induced both ASCs and 3T3-L1 cells into white and beige adipocytes, respectively, and then monitored the expression of lncRNAs at different time points. We noted that the expression of AK029592 and ENSMUST00000152284 was gradually upregulated during adipogenesis, while only the expression of AK029592 was appeared to increase during thermogenic differentiation. Since many lncRNAs were identified to express in cell- and tissue-specific manner, we further explored the biodistribution of AK029592, humanlincRNA1030 and ENSMUST00000152284 and found they were all highly enriched in BAT and brown adipocytes compared to WAT and white adipocytes [47]. In addition, in ob/ob mice, we found that obesity decreased the expressions of AK029592 and ENSMUST00000152284 in sEV-WAT and sEV-Serum than in WT lean mice. Likewise, the expressions of AK029592 and ENSMUST00000152284 were also decreased in white adipose tissue and white adipocytes in ob/ob mice than that in WT lean mice. The great different expression levels of candidate lncRNAs from above results might indicate their potential regulatory role in adipogenesis and lipid-related metabolic functions. However, more studies are still required to elucidate their engagement in obesity-related diseases.

## Conclusion

In conclusion, our study revealed the expression profiles of lncRNAs in sEV-BAT, and 563 known lncRNAs were identified to be DE in sEV-BAT compared to sEV-WAT. LncRNA-mRNA network analysis and relevant studies of three selected putative lncRNAs (AK029592, humanlincRNA1030 and ENSMUST00000152284) preliminary revealed their relationship to metabolic processes and obesity. However, more research should be conducted to give insight into their biological functions and downstream pathways in thermogenesis.

## Supplementary Information

**Additional file 1:** **Supplementary Figure S1.** Characterization of sEV-WAT and sEV-BAT. (A) Schematic of the isolation of sEVs from WAT and BAT. (B) The morphology of sEV-WAT and sEV-BAT was observed by transmission electron microscopy analysis. The red arrows indicated the sEV. Scale bar = 200 nm. (C) Size distribution of sEV-WAT and sEV-BAT was measured by NanoSight analysis. (D) The expressions of CD9, CD63, TSG101, and ACTIN in cell lysate, sEV-WAT and sEV-BAT were detected by Western blot. (E) The cellular uptake of ASCs was detected by Fluorescence Confocal Microscopy (red: ASCs, green: sEV-WAT and sEV-BAT, blue: nuclei). Scale bar: 10 μm. **Supplementary Figure S2.** GO enrichment of BP, CC, MF and KEGG enrichment of the three candidate lncRNAs (AK029592, humanlincRNA1030 and ENSMUST00000152284) targetedgenes. **Supplementary Figure S3.** Photos of full blots in Figure 1C were shown. **Supplementary Figure S4.** Photos of full blots in Figure 1D were shown. Photos of full blots in Figure 5D,G were shown. **Supplementary Figure S5.** Photos of full blots in Figure 5D,G were shown.** Supplementary Figure S6. **Photos of full blots in Figure S1D were shown. **Supplementary Table S1.** Primers used for qPCR.

## Data Availability

All generated lncRNA microarray data that support the findings of this study have been deposited at Gene Expression Omnibus with the accession number GSE196468.

## Abbreviations

BAT: Brown adipose tissue
sEVs: Small extracellular vesicles
lncRNAs: Long non-coding RNAs
BAT: Brown adipose tissue
sEV-BAT: SEV derived from brown adipose tissue
ASCs: Adipose-derived stem cells
WAT: White adipose tissue
sEV-WAT: SEV derived from white adipose tissue
ATMs: Adipose tissue macrophages
ob/ob: Leptin-deficient
WT: Wildtype
PBS: Phosphate-buffered saline
α-MEM: α-Minimal essential medium
FBS: Fetal bovine serum
DMEM: Dulbecco's modified eagle medium
TEM: Transmission electron microscopy
PCC: Pearson correlation coefficients
DE: Differentially expressed
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
i-ASC: Inguinal adipose-derived stem cells
e-ASC: Epididymal adipose-derived stem cells
b-ASC: Brown adipose-derived stem cells
EC: Endothelial cells
iWAT: Inguinal white adipose tissue
eWAT: Epididymal white adipose tissue
HRP: Horseradish peroxidase
Ucp1: Uncoupling protein 1
Pgc-1α: Peroxlsome proliferator-activated receptor-γ coactlvator 1α
Cidea: Cell death-inducing DNA fragmentation factor-like effector A
qPCR: Quantitative polymerase chain reaction
Pparγ: Proliferator-activated receptor γ
Fabp4: Fatty acid binding protein 4
IBMX: 3-Isobutyl-1methylxanthine
FDR: False discovery rate
BP: Biological process
CC: Cellular component
MF: Molecular function
SDS-PAGE: Sodium dodecyl sulfate polyacrylamide gel electrophoresis

# Supplementary material for: Identification of thermogenesis-related lncRNAs in small extracellular vesicles derived from adipose tissue
**Source:** BMC Genomics. 2022 Sep 19;23:660. doi: 10.1186/s12864-022-08883-0
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure S1. Characterization of sEV-WAT and sEV-BAT. (A) Schematic of the isolation of sEVs from WAT and BAT. (B) The morphology of sEV-WAT and sEV-BAT was observed by transmission electron microscopy analysis. The red arrows indicated the sEV. Scale bar = 200 nm. (C) Size distribution of sEV-WAT and sEV-BAT was measured by NanoSight analysis. (D) The expressions of CD9, CD63, TSG101, and ACTIN in cell lysate, sEV-WAT and sEV-BAT were detected by Western blot. (E) The cellular uptake of ASCs was detected by Fluorescence Confocal Microscopy (red: ASCs, green: sEV-WAT and sEV-BAT, blue: nuclei). Scale bar: 10 μm. Supplementary Figure S2. GO enrichment of BP, CC, MF and KEGG enrichment of the three candidate lncRNAs (AK029592, humanlincRNA1030 and ENSMUST00000152284) targetedgenes. Supplementary Figure S3. Photos of full blots in Figure 1C were shown. Supplementary Figure S4. Photos of full blots in Figure 1D were shown. Photos of full blots in Figure 5D,G were shown. Supplementary Figure S5. Photos of full blots in Figure 5D,G were shown. Supplementary Figure S6. Photos of full blots in Figure S1D were shown. Supplementary Table S1. Primers used for qPCR.

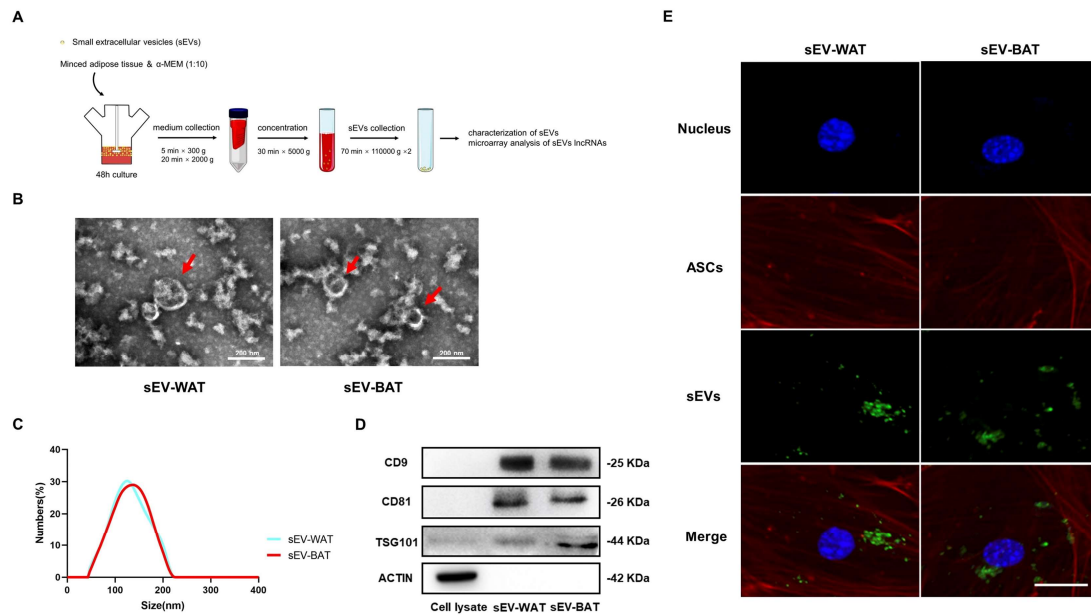

Supplementary Figure S1. Characterization of sEV-WAT and sEV-BAT. (A) Schematic of the isolation of sEVs from WAT and BAT. (B) The morphology of sEV-WAT and sEV-BAT was observed by transmission electron microscopy analysis. The red arrows indicated the sEV. Scale bar = 200 nm. (C) Size distribution of sEV-WAT and sEV-BAT was measured by NanoSight analysis. (D) The expressions of CD9, CD63, TSG101, and ACTIN in cell lysate, sEV-WAT and sEV-BAT were detected by Western blot. (E) The cellular uptake of ASCs was detected by Fluorescence Confocal Microscopy (red: ASCs, green: sEV-WAT and sEV-BAT, blue: nuclei). Scale bar: 10  $\mu$ m.

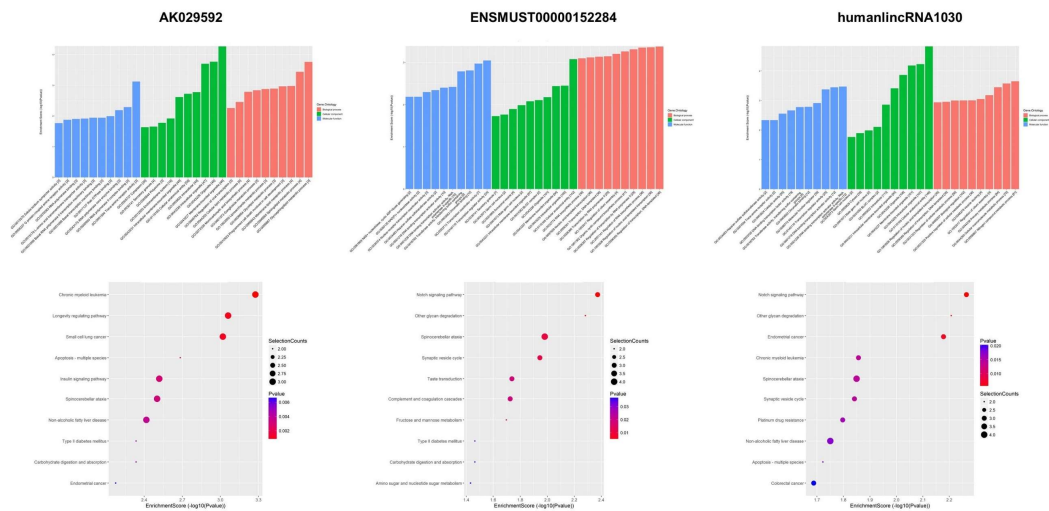

Supplementary Figure S2. GO enrichment of BP, CC, MF and KEGG enrichment of the three candidate lncRNAs (AK029592, humanlincRNA1030 and ENSMUST00000152284) targeted genes.

Figure 1C

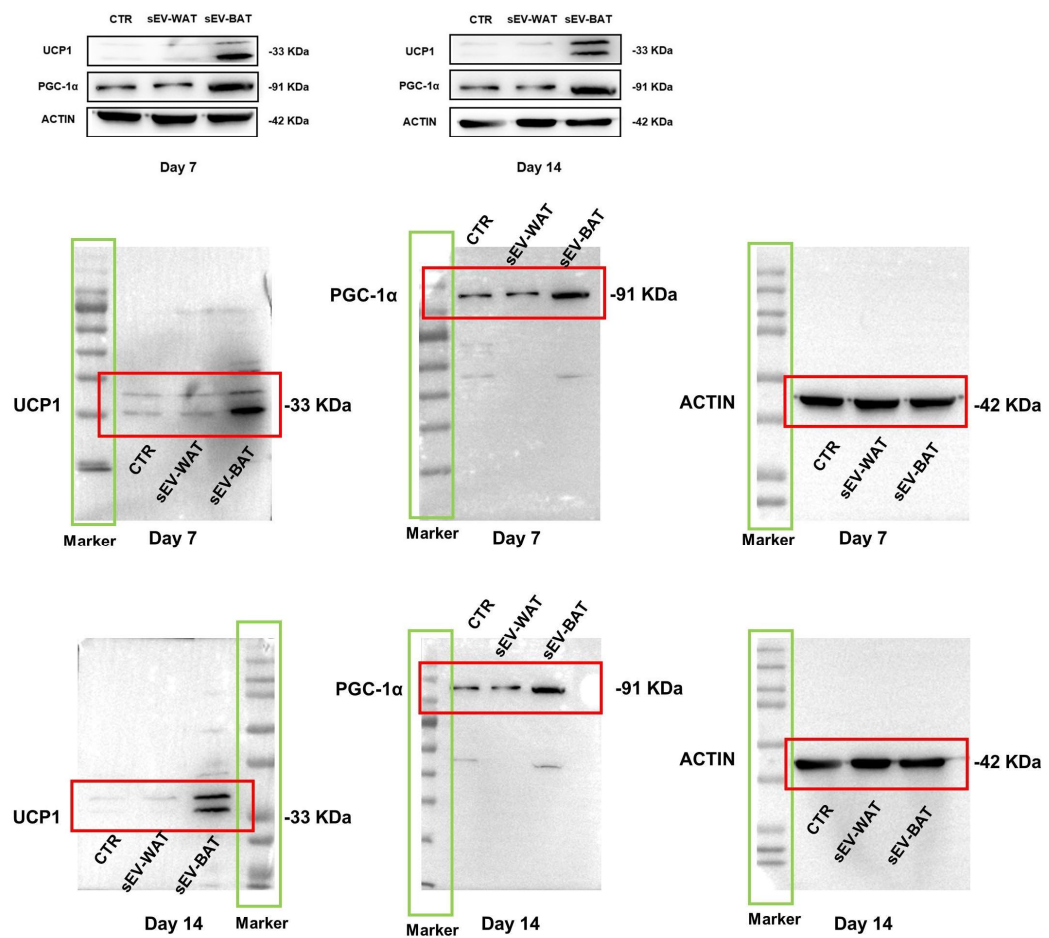

Supplementary Figure S3. Photos of full blots in Figure 1C were shown.

Figure 1D

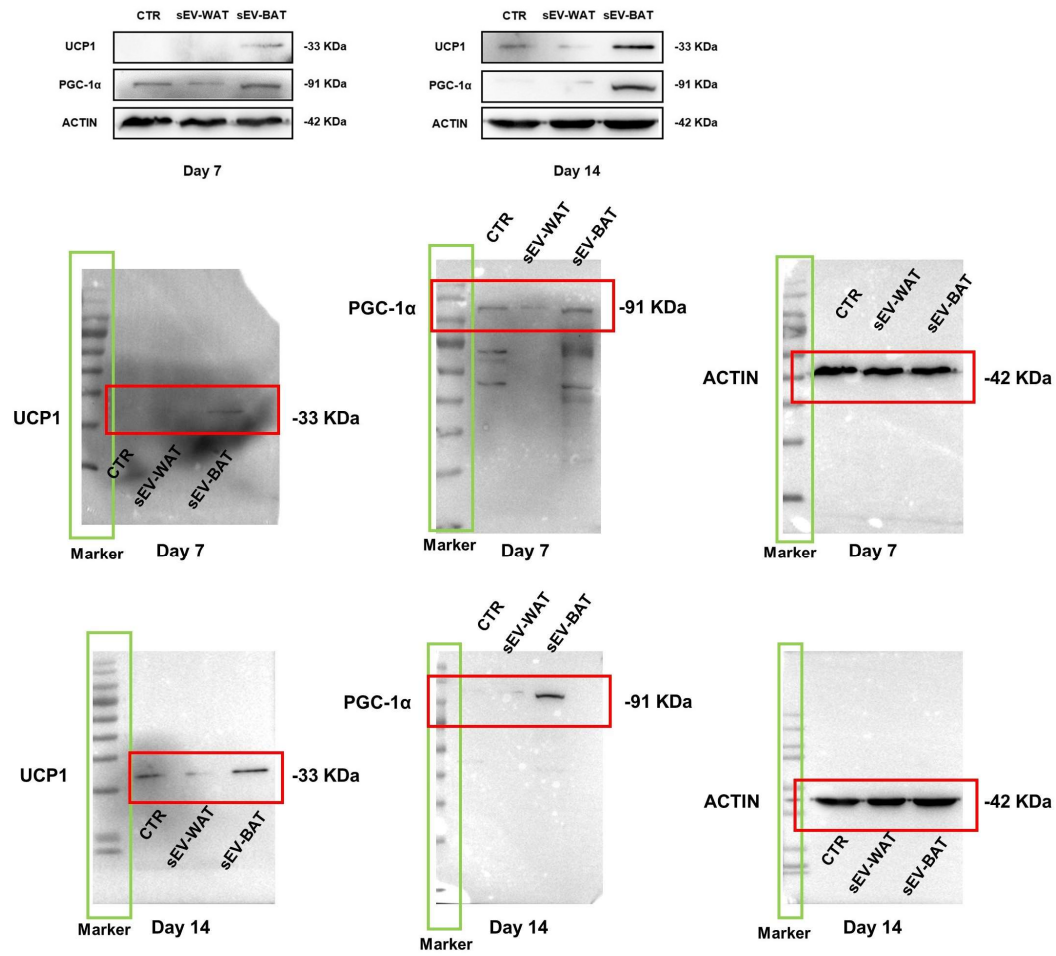

Supplementary Figure S4. Photos of full blots in Figure 1D were shown.

**Figure 5D**

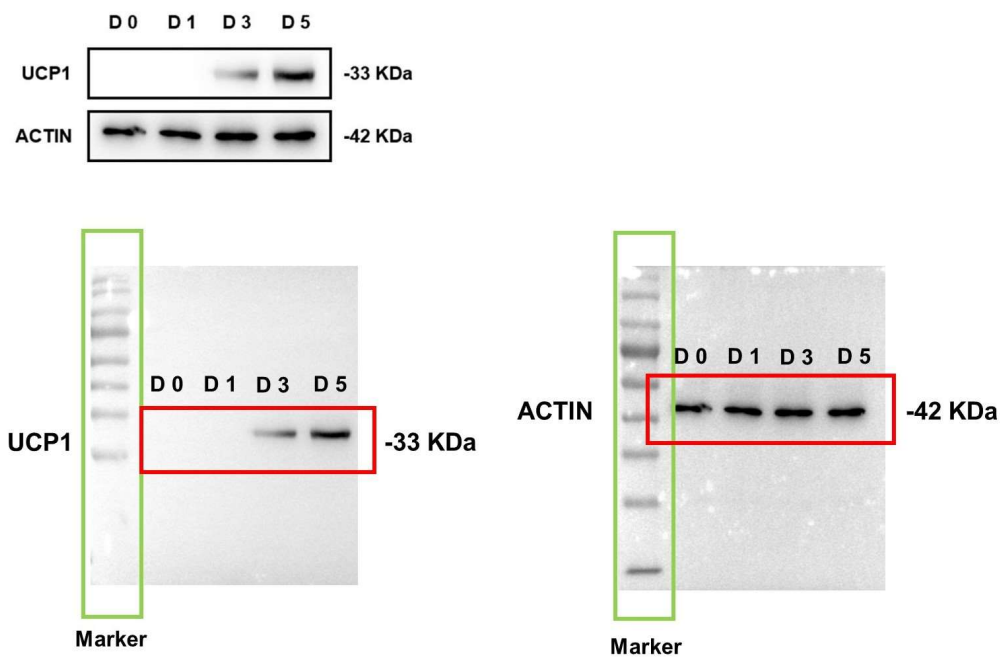

**Figure 5G**

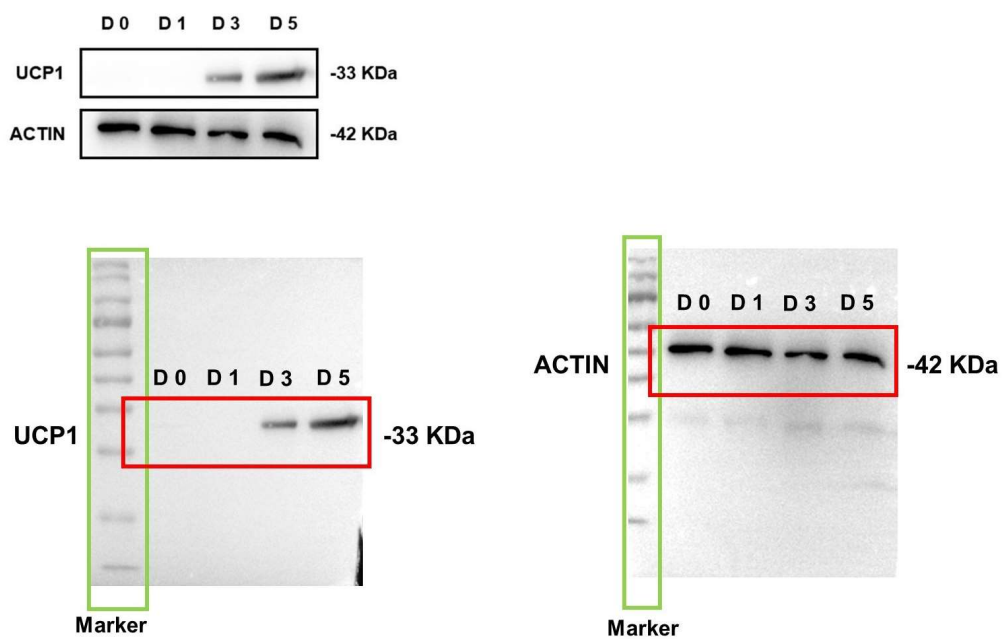

Supplementary Figure S5. Photos of full blots in Figure 5D,G were shown.

Figure S1D

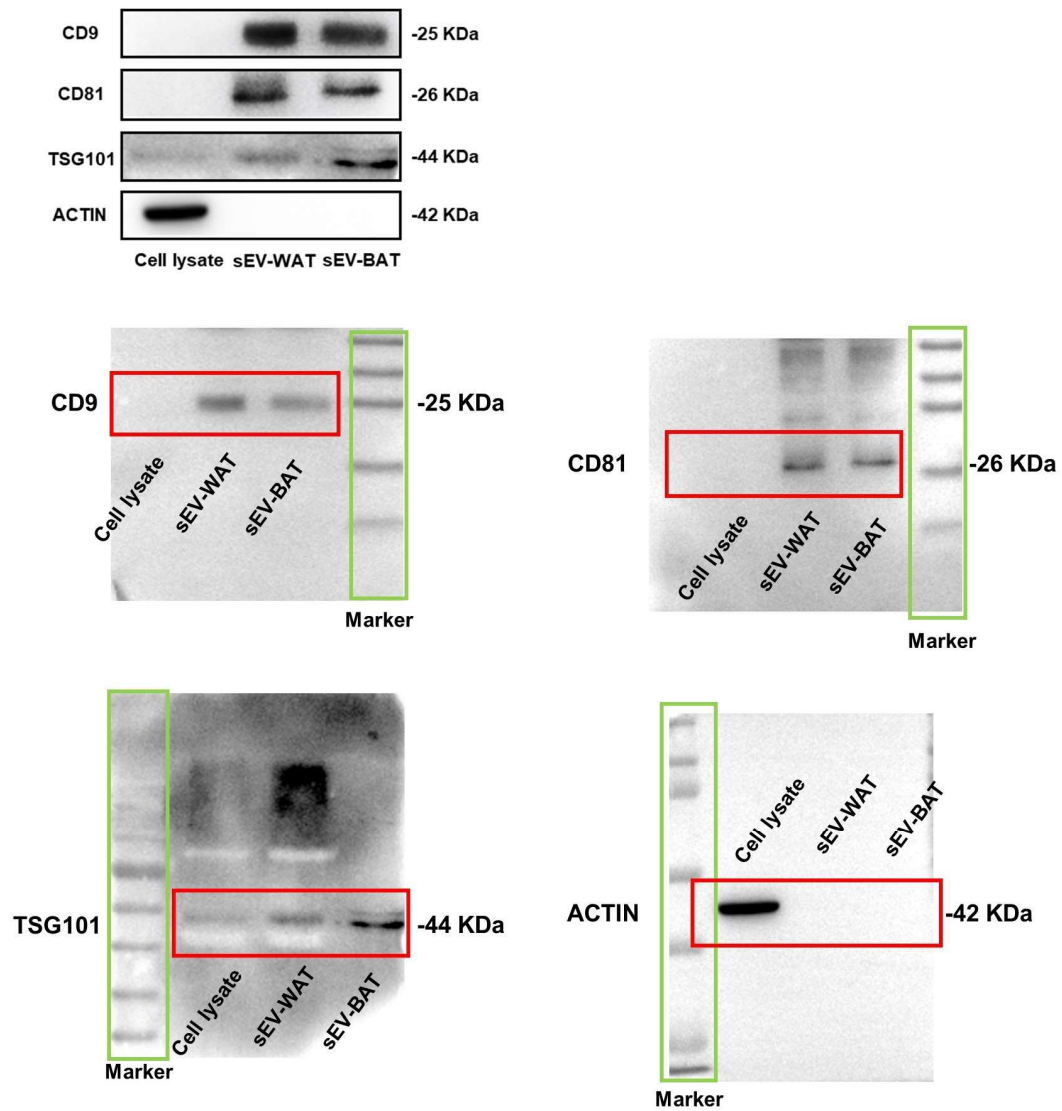

Supplementary Figure S6. Photos of full blots in Figure S1D were shown.

Supplementary Table S1. Primers used for qPCR

| Genes              | Primers                                                 |
|--------------------|---------------------------------------------------------|
| Ucp1               | 5'- GGCATTTCAGAGGCAAATCAGCT-3'<br>CAATGAACACTGCCACACCTC |
| Pgc-1 $\alpha$     | GGATATACTTTACGCAGGTCGA<br>CGTCTGAGTTGGTATCTAGGTC        |
| Cidea              | CAATGTCAAAGCCACGATGTAC<br>CTGTGCAGCATAGGACATAAAC        |
| Actin              | ATCACTATTGGCAACGAGCGGTTC<br>CAGCACTGTGTTGGCATAGAGGTC    |
| AK029592           | AGTCTGGGAACCATTAGCCTTAGGG<br>ACTGTCAGCACAATAGCACCAACTC  |
| humanlincRNA1030   | ACGGCTAAGTGCCTTGCATC<br>GCAAGAGCCCGAGACACATA            |
| ENSMUST00000152284 | CTGTGTTTGTGCGTGCCTTATGTG<br>AACCTCCTCTTCTTGCCTCCGTAG    |

How the deposited data were processed for this re-analysis (not part of the article)

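The lncRNA content of small extracellular vesicles from brown (sEV-BAT) and white (sEV-WAT) adipose tissue of mice was measured on 6 arrays, 3 for each kind of sEV. The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 11.0.1.1, which gives for each spot a background-subtracted intensity that is not normalized between arrays, with flags for detection and for outlier spots. The authors deposited these intensities for every array. They also deposited log2 values that were quantile-normalized between the arrays in GeneSpring GX 12.1 according to the methods. The deposited log2 values ranked the probes of each array almost as the scanner intensities did (Spearman's rho of at least 0.999 across probes, which are not independent replicates).

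From the scanner intensities, log2 values were computed, outlier spots were left out, spots of one probe were averaged, and the arrays were quantile-normalized in limma 3.58.1 under R 4.3.3. Probes well above background on at least 3 of 6 arrays were tested with limma's linear model and moderated statistics, as sEV-BAT minus sEV-WAT, with Benjamini-Hochberg adjustment over all 54443 probes tested. The thresholds of the study are a fold change of at least 2 in either direction and an unadjusted p of at most 0.05. The main settings and the rule for the probes that are named were fixed before the data were examined, as were most of the alternatives. Others were added after seeing the data, as the closing part on the processing says. Other work used Python 3.11.15, with pandas 2.3.3 and scipy 1.17.1.

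On simulated arrays made from the means and variances of 54380 of these probes, with 200 probes changed by known amounts between sEV-BAT and sEV-WAT, limma called 156 of the changed probes and 11 unchanged ones at an adjusted p of at most 0.05. At the thresholds of the study it called 169 changed and 187 unchanged probes. The simulated noise was independent between probes, had the same spread in both groups and held no slide effect. On the real arrays the sEV-BAT spread was larger and slide was tied to group, so these error rates need not hold there.

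The design fixed for this work counts as lncRNA the probes that the files mark as such. No column gives a class, so the 29618 probes whose identifiers contain LNC or lincRNA were counted. A further 8664 probes have other ASMM10 identifiers and 22359 begin with ASMM10AP1B. Counting every probe of the deposited table outside ASMM10AP1B gives 34088 probes past the filter, the sum of the numbers printed in Fig. 2C. That wider class was set after this match was seen and is used as an alternative only.

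Names were taken from the files' probe identifiers, or, for 46 of 50 replicated Agilent probes with 10 spots each, from RefSeq accessions without versions in a gene table of the mouse assembly GRCm38. Named probes are every item of a list taken from the paper's text before the data were examined that the files also name, and the 5 largest changes in each direction among named probes past the adjusted threshold whose groups did not overlap and that were well above background on all 3 arrays of the higher group. E2f1, the only gene of the paper's Table 2 that the files name, was not on that list and was added after its values were seen. Where a probe was not well above background on any array of a group, a fold is given as a lower bound. It sets the mean of the brighter group against, for each array of the dimmer group, the higher of the probe's own signal and the lowest signal among probes well above background.

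Slide and scan were read from the files. One slide held sEV-BAT 1 and the 3 sEV-WAT arrays and the other held sEV-BAT 2 and 3, so slide was fitted as a block. One scan held sEV-WAT 2 alone, which is covered by leaving that array out. Alternatives changed the normalization, the background correction, the values used, the filter on dim probes, the block, the test and the correlation, and left out each array in turn. AK029592, ENSMUST00000152284, the lists of marker genes as sets, and the GO and KEGG terms were not analysed here, because the files do not pair the identifiers of most probes with names. With 3 arrays against 3, an exact permutation test cannot give a p below 0.1.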

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

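The tests of these probes on other splits of the arrays, on slide and on normalization were chosen only after the result was seen.

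The paper gives no number of changed probes outside its lncRNAs. Of the 20194 tested probes whose identifiers begin with ASMM10AP1B, 306 were higher and 223 were lower in sEV-BAT at the thresholds of the study, 529 in all. Of the 10 ways to split the 6 arrays into 3 and 3, only 1, the real one, gave as many of these probes, but 10 splits are too few to exclude chance. With the 75th percentile shift in place of quantile normalization, 894 of these probes changed, 754 of them higher, so the count and its direction depend on the normalization. A slide block brought the count to 250, with 89 higher and 161 lower. The block compares sEV-BAT 1 with the sEV-WAT arrays, and a slide effect and a difference between the sEV-BAT samples cannot be told apart. A difference between the tissues stays open as well.

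The replicated probes, which have several spots on each array, are not in the deposited table of log2 values. Of 161 tested, 3 were higher and 3 were lower in sEV-BAT at the thresholds of the study. The higher ones were Gm9789, Ppara and CUST_8_PI419532418, with log2 fold changes of 1.02, 1.59 and 1.20. They are named after their values were seen. Only the real split of the 10 gave 6 changed probes, and chance cannot be excluded with 10 splits. Under a slide block, 0 of these 6 probes passed the thresholds, and 1 other replicated probe did, MM9NEGATIVE017, which was lower in sEV-BAT, with a log2 fold change of -0.98 without the block. It was named after its values were seen. Its identifier contains NEGATIVE, though its spots are not counted as control spots, so a difference there need not reflect sEV RNA. As slide 2 held sEV-BAT arrays only, slide and sample cannot be told apart here.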

How the results depend on the processing

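Alternatives with normexp on median intensities, with other classes of probes, and with the deposited values and the methods' t-test together were chosen after seeing the data. Normexp was run with an offset of 50 added to every intensity, which alone shrinks the fold changes of dim probes. It was not run without the offset, so the background correction and the offset cannot be told apart. The log2 fold change of humanlincRNA1030- kept its direction and its side of the study's thresholds under every alternative run, from 1.37 with normexp to 2.29 without normalization.

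The main counts were 220 lncRNA probes higher and 314 lower in sEV-BAT, and 2031 past the adjusted p. Without normalization they were 3919, 30 and 17450. With the 75th percentile shift they were 547 higher and 193 lower, so 73.9% were higher, against 41.2% with quantile normalization and 99.2% with none. With normexp they were 94, 162 and 3706. A slide block gave 89, 186 and 0. Over all probes of every class they were 605, 630 and 4141. The adjusted count was 717 without a filter on dim probes, 3349 with an intensity trend in limma, 28 with the methods' t-test, and 36 with that test on the deposited values over all probes without an ASMM10AP1B identifier. With each array left out in turn, the counts ran from 160 to 637 higher, from 199 to 526 lower, and from 0 to 2210 past the adjusted p. The largest numbers at the thresholds came without sEV-BAT 2. The cause was not tested, except that leaving out an array leaves fewer samples and that the class of all probes holds more probes. Apart from the replicate block, given below, the remaining alternatives stayed within 1.5 times the main counts. The GeneSpring-like flags kept the same number of probes and so test nothing.

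Among the named probes, normexp brought the decreases at humanlincRNA1153-, humanlincRNA2019-, humanlincRNA0817- and humanlincRNA0525+ to log2 fold changes of -0.91, -0.74, -0.32 and -0.30, and the 75th percentile shift brought the last 2 to -0.88 and -0.88. The decreases at mouselincRNA0118+ and mouselincRNA1533- had unadjusted p-values above 0.05 under a slide block. Ppara was past the thresholds only narrowly and was not with normexp, without a filter on dim probes, under either block, or with the methods' t-test. With each array left out in turn its log2 fold change ran from 1.00 to 2.34, and it passed the thresholds only without sEV-BAT 2. The increase at humanlincRNA0158- was 0.97 without sEV-WAT 3, below a fold change of 2. With each array left out, Gm9789 ran from 0.91 to 1.14 and CUST_8_PI419532418 from 0.88 to 1.57, so both fell below a fold change of 2 in some fits, and CUST_8_PI419532418 was 0.31 with normexp. The 3 replicated probes that were lower in sEV-BAT were below a fold change of 2 without normalization. Of them, ASSPINKEIN100002989 ran from -1.47 to -0.71 and ASSPINKEIN100004726 from -1.58 to -0.97 with each array left out, and ASSPINKEIN100002989 was -0.78 with normexp and not past the unadjusted p under either block or with the methods' t-test. Without normalization, E2f1 had a log2 fold change of 0.18, against -0.41 in the main setting, and neither passed the study's thresholds.

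The replicate number as a block gave 227 lncRNA probes higher, 307 lower and 0 past the adjusted limma p, with 6071 at an unadjusted p of at most 0.05. The deviations of same-numbered samples from their group means correlated at -0.25, -0.09 and 0.22 across probes. With 30 mice in 3 groups of 10, the pools of brown and white fat would share mice, but neither the paper nor the labels say that a number marks a group of mice, and these correlations do not show it. The pairing therefore stays open.

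The number of probes co-expressed with humanlincRNA1030- was 2831. It was 17729 without normalization, 8902 with both signs of r, 1178 at r of at least 0.95, 785 on within-group residuals, and 1024 over ASMM10AP1B probes alone. With each array left out it ran from 2831 to 5818. The difference between groups in probes well above background was 3526, and it was 1767 with the scanner's positive-and-significant flag.

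Normexp was planned on mean intensities, and the median was used because the files used here have no mean column. AK029592, ENSMUST00000152284 and the marker gene lists as sets were not run under any setting, since the files do not pair probes with these names, apart from Ppara and Rab5a of the lists. Low signal limits probes near background: the count of probes well above background was lower on every sEV-WAT array than on every sEV-BAT array.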

Differences from the paper's values

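The counts of lncRNA probes here, 534 changed, 220 higher and 314 lower, lie within 1.5 times the paper's 563, 232 and 331. The closeness is not like for like, since the test and the class of probes both differ and move the count in opposite directions. The methods' t-test on the same class gave 441. Limma on every probe outside the ASMM10AP1B identifiers gave 700 changed, 296 higher and 404 lower. With the deposited log2 values, the methods' t-test and every probe outside the ASMM10AP1B identifiers, the counts are 563, 232 and 331, equal to the paper's. That setting was chosen after seeing the values.

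In the heatmap of Fig. 2B the column labelled sEV-BAT-1 is the brightest of the sEV-BAT columns for humanlincRNA1030- and the darkest for mouselincRNA0118+. In the deposited files sEV-BAT 3 has the highest humanlincRNA1030- value among the sEV-BAT arrays, 9.03 against 8.14 and 8.16, and the lowest mouselincRNA0118+ value, 10.10 against 11.03 and 10.55.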

Other observations

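The tests in this part were chosen after the results were seen, except the place of probes on the array and the control spots.

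At the thresholds of the study, 2 of the 10 splits of the arrays into 3 and 3 gave at least as many lncRNA probes as the 534 of the real one. The other was sEV-BAT 1, sEV-BAT 3 and sEV-WAT 3 against the rest, with 555. After Benjamini-Hochberg adjustment in limma, only 1 split, the real one, gave as many as 2031, and the others gave 0, with 245 to 2938 at an unadjusted p of at most 0.05. Chance cannot be excluded with 10 splits. A block for slide took the 534 to 275, and slide and the difference between sEV-BAT samples cannot be told apart there.

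The sEV-BAT arrays differed more among themselves than the sEV-WAT arrays. At least 2-fold differences were found at 4028 probes between sEV-BAT 2 and sEV-BAT 3 and at 3881 between sEV-BAT 1 and sEV-BAT 2, but at 1336 between sEV-BAT 1 and sEV-BAT 3 and at 765 to 1287 between sEV-WAT arrays. Slide is not the whole cause, since sEV-BAT 2 and 3 shared a slide and sEV-BAT 1 and 3 did not. A swap between the groups needs a sEV-WAT array out of place, and the lowest correlation between sEV-WAT arrays, 0.992, was above the highest between a sEV-BAT and a sEV-WAT array, 0.989. Dim probes are not the whole cause: the ratio of the median SDs, sEV-BAT over sEV-WAT, was 1.26 over all tested probes and 1.29 over probes well above background on all 6 arrays (1.28 to 1.30 in 95% of bootstraps over probes, which cover the choice of probes only). Without normalization the ratio was 1.12, and a part for the normalization stays open. A mixed or wrongly labelled single sample also stays open, since sEV-BAT 2 was closer to sEV-WAT 1 (r of 0.986, 2443 probes at least 2-fold apart) than to sEV-BAT 1 (0.982) or sEV-BAT 3 (0.978). Ppara, a gene of the brown adipocyte marker list written before the data were examined and singled out here after its values were seen, had log2 signals of 6.78, 4.94 and 7.62 in sEV-BAT 1, 2 and 3 and of 4.72, 5.10 and 4.75 in sEV-WAT 1, 2 and 3. A single gene cannot decide this, and the other genes of the list are not named in the files.

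On slide 2, which held sEV-BAT 2 and sEV-BAT 3, 594 probes were well above background on both arrays and at least 2-fold brighter than on all 4 arrays of slide 1, while 6 were as much dimmer. The same comparison for pairs of sEV-BAT arrays on different slides gave 447 brighter and 126 dimmer probes for sEV-BAT 1 and sEV-BAT 3, and 5 brighter and 0 dimmer for sEV-BAT 1 and sEV-BAT 2. Of the 594, 262 were not well above background on any array of slide 1. Identifiers that begin with ASMM10AP1B made up 87.0% of them, against 37.6% of single-spot probes well above background on slide 2. Cav2, chosen after its values were seen, was well above background on 2 of 3 sEV-BAT arrays and on 0 sEV-WAT arrays, at least 2.46-fold higher over the 3 sEV-BAT arrays. Its 10 spots on sEV-BAT 2 had a mean log2 intensity of 6.79 and an SD of 0.12. The probes were not clustered on the array, which argues against a local defect: 99.7% of 1000 random sets lay as close or closer. A slide or hybridization effect and RNA shared by these samples cannot be told apart, because slide 2 held no sEV-WAT array.

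The sEV-BAT arrays were brighter and had more probes well above background. Slide does not account for all of it, since sEV-BAT 1, with 54888 such probes, shared its slide with the sEV-WAT arrays and lay above each of them. The 67 control probes were brighter on the sEV-BAT arrays by a median of 0.57 on the log2 scale, against 0.62 for the tested probes, and 54 of the 67 were brighter. This is consistent with a difference in labelling, hybridization or scanning, though control probes that also bind mouse RNA were not excluded.

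The paper used Actin as its internal control for qPCR and does not say which actin gene this was. The Actb probe was dim, with 10 spots per array, and its log2 fold change was -0.90 (limma, adjusted p = 0.0352) after quantile normalization, with all 3 sEV-BAT values below the sEV-WAT values. With the 75th percentile shift it was -0.58, and without normalization it was -0.10, with groups that overlapped, where the median of all probes was 0.62. With normexp on median intensities and an offset of 50 before quantile normalization it was -0.26. The offset alone shrinks the fold change of a dim probe, so this value does not show an effect of the background correction. The size of the decrease depended on the scaling, and without scaling no clear difference was left. How much of it the normalization makes stays open, since the values that were not scaled carry the difference in brightness between the groups.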
